# Retinoic acid-induced expression of *Hnf1b* and *Fzd4* is required for pancreas development in *Xenopus laevis*

**DOI:** 10.1242/dev.161372

**Published:** 2018-06-08

**Authors:** Maja B. Gere-Becker, Claudia Pommerenke, Thomas Lingner, Tomas Pieler

**Keywords:** Pancreas, Retinoic acid, Hnf1β, Fzd4

## Abstract

Retinoic acid (RA) is required for pancreas specification in *Xenopus* and other vertebrates. However, the gene network that is directly induced by RA signalling in this context remains to be defined. By RNA sequencing of *in vitro*-generated pancreatic explants, we identified the genes encoding the transcription factor Hnf1β and the Wnt-receptor Fzd4/Fzd4s as direct RA target genes. Functional analyses of *Hnf1b* and *Fzd4*/*Fzd4s* in programmed pancreatic explants and whole embryos revealed their requirement for pancreatic progenitor formation and differentiation. Thus, Hnf1β and Fzd4/Fzd4s appear to be involved in pre-patterning events of the embryonic endoderm that allow pancreas formation in *Xenopus*.

## Abstract (precis)

**Summary:** The direct RA target genes *Hnf1b* and *Fzd4* act as mediators of RA function in the pre-patterning of the dorsal endoderm during *Xenopus* gastrulation, resulting in pancreas specification in this context.

## INTRODUCTION

The molecular mechanisms of vertebrate pancreas development appear to be largely conserved across species. Although the cascade of transcriptional regulatory events leading to the formation of the different specialised exo- and endocrine cells is understood in some detail, the preceding regionalisation of the endoderm that allows for the specification of a common pool of pancreatic precursor cells remains to be defined more precisely (reviewed in Pan and Wright, 2011; Shih et al., 2013). Lineage-tracing experiments making use of gastrula-stage *Xenopus* embryos revealed that cells within the dorsal endoderm contribute to the formation of the pancreatic organ (Chalmers and Slack, 2000). It was further demonstrated that, during this initial phase of organ specification, pancreatic precursor cells form under the influence of retinoic acid (RA) (Chen et al., 2004; Stafford et al., 2004). An essential role of the RA signalling pathway in the context of pancreas development had been discovered previously in the zebrafish (Stafford and Prince, 2002) and was later found to be equally relevant for mammalian pancreas specification (Martín et al., 2005). The concept of a RA gradient within the dorsal endoderm forming during early gastrula stages of *Xenopus* development is further supported by the expression characteristics of the key enzyme for RA biosynthesis, Raldh2 (Aldh1a2 – Xenbase), and of the major RA-degrading enzyme, Cyp26a1, during gastrulation. These two genes exhibit nonoverlapping expression patterns in the dorsal mesoderm, with Raldh2 being expressed immediately adjacent to the pre-pancreatic endoderm (Hollemann et al., 1998; Chen et al., 2001).

Tissue explants have been used to achieve pancreatic gene expression. Asashima and colleagues were the first to demonstrate RA-induced expression of pancreatic marker genes in dorsal lip explants from early gastrula-stage *Xenopus* embryos (Moriya et al., 2000a). The same group also used early embryonic ectodermal explants to promote the formation of pancreatic tissue by treatment with a combination of activin and RA (Moriya et al., 2000b). A similar result was obtained by programming the same type of explant with a cocktail including VegT, Noggin and RA (Chen et al., 2004; Borchers and Pieler, 2010). This same protocol, which was also utilised in the current study, aims to mimic early key regulatory events, given that RA signalling together with inhibition of BMP activity makes it possible to convert ventral endomesodermal explants from gastrula-stage *Xenopus* embryos to a pancreatic fate (Pan et al., 2007). Similarly, experimental protocols for the *in vitro* generation of β cells from embryonic stem cells (ESCs) (Kroon et al., 2008; Rezania et al., 2012; Schulz et al., 2012; Pagliuca et al., 2014) or induced pluripotent stem cells (iPSCs) (Zhang et al., 2009; Schiesser et al., 2014; Shaer et al., 2015) all include application of RA.

To the best of our knowledge, the RA-dependent gene network that drives pancreatic fate during gastrula stages of embryogenesis remains to be defined. The identification of such RA-dependent regulators of pancreas development could further improve protocols for the *in vitro* generation of pancreatic tissue. With the aim of identifying RA-regulated genes involved in pancreas specification, we made use of the *Xenopus* ectodermal explant system and RNA-sequencing (RNA-seq) analyses resulting in the identification of two direct, endodermally expressed RA target genes, namely *Hnf1b* and *Fzd4*. Functional studies performed *in vitro* and *in vivo* revealed their requirement for pancreas development.

## RESULTS

### Programmed pancreatic explants recapitulate the *in vivo* temporal pattern of pancreatic gene expression

We previously demonstrated that programming of ectodermal explants from *Xenopus* blastulae with a cocktail containing Noggin, VegT and RA is sufficient to drive pancreatic gene expression (Chen et al., 2004). Furthermore, we also found that Noggin by itself induces significant expression levels of the RA-generating enzyme Raldh2 in this system (Pan et al., 2007). Thus, even in the absence of exogenously added RA, a basal level of pancreatic marker gene expression is induced by a combination of VegT and Noggin alone, which appears to be further increased by addition of excess RA (Fig. 1A). To create a control situation that is devoid of RA, we co-injected the RA-degrading enzyme Cyp26a1 together with VegT and Noggin, resulting in the almost complete loss of pancreatic gene expression, which was rescued upon addition of excess exogenous RA (Fig. 1A). We used whole-mount *in situ* hybridisation (WMISH) to estimate the proportion of pancreatic tissue that would form in such programmed explants at different concentrations of RA (Fig. S1A,B). Insulin expression was detected in singular, scattered cells, whereas *Ptf1a* and *Pdx1* expression occurred in coherent groups of cells. Whereas an increase in RA concentration from 5 to 15 µM enhanced pancreatic gene expression to some extent, a further advance to 30 µM had no significant additional effect (Fig. S1C). Under all conditions, a significant portion of the cells in the explants was not positive for pancreatic marker gene transcription, probably because they had adopted a mesodermal or ectodermal fate (see below).

**Fig. 1.**
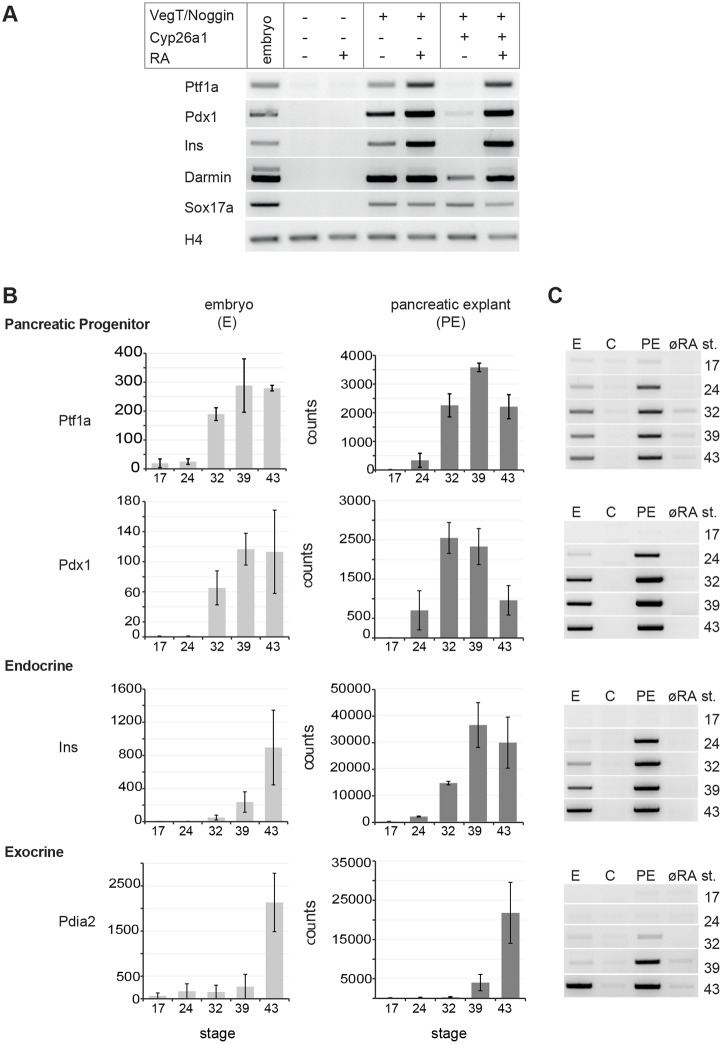
**Comparative analysis of the temporal profile of pancreatic marker gene expression *in vivo* and in programmed explants.** (A) Ectodermal explants isolated from stage 8/9 embryos and injected as indicated were treated with 5 µM RA and cultivated until the equivalent of stage 30. Detection of marker gene expression for the genes indicated was done by RT-PCR. (B) and (C) Transcript quantification using Nanostring analysis (B) and RT-PCR (C) of whole embryos (five embryos per condition) and explants (∼50 explants per condition) from two biological replicates with untreated and treated embryos grown to the equivalent of the developmental stages indicated. Average values are given as mean and error bars as s.e.m. C, unprogrammed explants; E, embryo; Ins, Insulin; øRA, programmed explants with blocked endogenous RA signalling (VegT/Noggin/Cyp26a1); PE, pancreatic explants (VegT/Noggin/RA).

We next examined the temporal pattern of pancreatic progenitor and differentiation marker gene transcription in programmed explants. Representative transcripts were analysed at different time points by RT-PCR as well as by Nanostring analysis in explants and whole embryos (Fig. 1B,C, Table S1). Absolute transcript levels for all pancreatic progenitor and differentiation markers increased more than 10-fold in pancreatic explants compared with whole embryos at maximum expression levels. We also observed a simultaneous onset of transcription for the progenitor markers Ptf1a and Pdx1 at stage 24 in RA-treated explants, but not in Noggin/VegT/Cyp26a1-programmed or control explants. Insulin expression occurred at stage 24 in explants, but, similar to Ptf1a and Pdx1, was somewhat delayed in embryos. The exocrine differentiation marker Pdia2, as well as the endocrine marker glucagon (RT-PCR data, not shown), first increased at the equivalent of stage 39 in pancreatic explants, which was slightly earlier than in stage 43 whole embryos, whereas amylase, as an additional exocrine marker gene, was induced at stage 43 in both explants and embryos (Table S1). Finally, *Tm4sf3* (*Tspan8* – Xenbase), a gene specific for the ventral pancreatic Anlage, was also detected in stage 43 RA-treated explants and control embryos. Induction of lung differentiation, as an example of another endodermal organ, reflected by the expression of surfactant protein, was observed in late-stage embryos but never in programmed explants (Table S1). As expected, early transient expression of the general endodermal marker Sox17 was observed in both pancreatic explants and whole embryos at early stages, but not in a RA-dependent manner. Conversely, early explant expression of Darmin, a different general endodermal marker, was strictly dependent on RA signalling and occurred at a level similar to that in the embryo. Significant levels of RA-independent gene transcription of mesodermal and (neuro-) ectodermal genes were detected in the explants (Table S1).

Taken together, these data revealed the partial but efficient conversion of the pluripotent ectodermal explants to a pancreatic fate, in principle following the temporal profile of pancreas organogenesis in the embryo.

### *Hnf1b* and *Fzd4* are early endodermal RA-responsive genes

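Ectodermal explants were taken from X. laevis embryos that had been injected with 500 pg *VegT*, 500 pg *Noggin* and 2 ng *Cyp26a1* RNA. VegT is a maternal T-box factor that starts endoderm formation, Noggin binds and blocks BMP ligands, and Cyp26a1 degrades RA. At the equivalent of stage 11 the explants received 5 µM RA for 1 h or no RA (control), without or with 10 µg/ml CHX, which was added 30 min before RA, and RNA was collected 2 h after the addition of RA. Each of the 4 conditions came from 2 independent experiments, A and B, with about 50 explants per condition, so there were 8 libraries of single reads of 50 bases. The authors aligned the reads to *X. tropicalis* transcript sequences, aligned the remaining reads to selected *X. laevis* UniGene sequences, counted unique hits and scaled the counts between libraries by TMM. The deposited values are therefore normalized reads for 36655 transcript sequences, of which 24384 are *X. tropicalis* transcripts and 12271 are UniGene sequences. An *X. tropicalis* transcript collects the reads of both *X. laevis* homeologs, and a gene can also have a UniGene row of its own. Within each library the values were whole multiples of one number to within 0.01, and division by that number gave back 11382331 (CHX A) to 14755081 (RA+CHX B) counted reads per library. RA was compared with the control and RA+CHX with CHX, and the difference of both RA effects was tested as an interaction. The test was limma-trend on log2(normalized reads + 1) over the 22495 sequences with a mean of at least 10, with all 8 libraries in 1 fit of 4 groups and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold, and rose or fell is used only for such genes. Measured genes of a list are its sequences among the 22495 tested, so members with a lower mean are left out. The libraries of an experiment deviated together from their group means, and a value from a fit with the experiment as a block term is given where it changes a call. Sets of genes were compared with all other genes by camera at a preset correlation of 0.01, and beside it with a correlation estimated for each set.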

In an attempt to identify RA-induced genes that function in pancreas development, we further investigated the pancreatic explant system by using RNA-seq analysis. For the distinction of direct and indirect RA target genes, explants were treated with the translational inhibitor cycloheximide (CHX) (Fig. 2A). It was previously demonstrated that the gene encoding the RA-degrading enzyme, Cyp26a1, which we also found to be induced in the explant system, is a direct RA target gene (Ray et al., 1997; Abu-Abed et al., 1998). 

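In the RNA-seq libraries the *cyp26a1* transcript (Xetrov72025842) stood at 3406 ± 365 normalized reads (mean ± SD, n = 2) in control explants and at 22035 ± 5675 after RA. With CHX it stood at 3734 ± 2216 without RA and at 19552 ± 4698 with RA. The log2 fold change was 2.67 (SE 0.39) in the absence and 2.51 (SE 0.39) in the presence of CHX, with adjusted p = 0.168 and 0.226 from limma-trend, and *cyp26a1* was called in both with the experiment as a block term (adjusted p = 0.00369 and 0.00692). The injected RNA also encodes Cyp26a1, so its reads can be part of the value in every library. Among 25 measured genes of RA metabolism and signalling, *dhrs3*, which encodes a retinaldehyde reductase, rose in both comparisons, none fell and 24 did not pass by limma-trend (3 and 3 genes were called by the likelihood ratio test and 2 and 3 by DESeq2). Adjusted over the list alone, 4 genes were higher in each comparison. *dhrs3* (Xetrov72026628) went from 1234 ± 309.8 to 8710.1 ± 229 normalized reads in the absence of CHX and from 1726 ± 306 to 8152 ± 1105 in its presence (mean ± SD, n = 2). The RA-degrading enzyme gene *cyp26c1* had log2 fold changes of 1.90 and 2.73, and the RA receptor gene *rara* 1.08 and 1.20. Neither passed by limma-trend, and *cyp26c1* was called in both comparisons by the likelihood ratio test. As a set these genes were higher with RA in the absence of CHX (median log2 fold change 0.11, camera adjusted p = 4.27e-05) and in its presence (median 0.11, adjusted p = 0.000102). Both calls were lost with an estimated correlation, at adjusted p = 0.0993 and adjusted p = 0.105, while the rotation test fry called the set in both (adjusted p = 0.0051 and 0.0108, blocked 0.00273 and 0.00322). Most of the 25 genes did not move together. Without CHX 8 were above 0 in both experiments and 3 below in both (medians 0.18 in A and 0.10 in B). With CHX 7 were above and 6 below in both (medians 0.03 and 0.04).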

*Cyp26a1* was induced in the presence of CHX within 1 h of the addition of RA, and its levels increased further 2 h after treatment initiation (Fig. S9A). Therefore, we performed transcriptome analysis for the identification of other RA target genes under the same conditions. 

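In the absence of CHX 6 genes rose within 2 h of the addition of RA. *hoxa1* and *hoxa2*, which pattern the hindbrain, rose by 4.84 (SE 0.42) and 4.50 (SE 0.32) on the log2 scale, and *dusp6*, which encodes an ERK phosphatase, rose by 3.08 (SE 0.26). *dhrs3* rose by 2.84 (SE 0.21), *hnf1b* by 2.47 (SE 0.22) and Xetrov72013162, a transcript without a gene symbol, by 4.05 (SE 0.38). Xetrov72013162 stood at only 2.23 (A) and 3.84 (B) normalized reads in the control, so the size of its change is uncertain. In the presence of CHX 3 genes rose, namely *hoxa1* by 4.80 (SE 0.42), *hoxa2* by 3.82 (SE 0.32) and *dhrs3* by 2.24 (SE 0.21). Each of these genes was higher with RA in experiment A and in experiment B. *dusp6* went from 566 ± 75.8 to 4905 ± 1668 normalized reads in the absence of CHX and from 1183 ± 254 to 5744 ± 163 in its presence (mean ± SD, n = 2), where its log2 fold change of 2.29 missed the threshold (adjusted p = 0.0592, and 0.00308 with the experiment as a block term). Xetrov72013162 was called in the presence of CHX with the block term too (2.65, adjusted p = 0.173, blocked 0.0399). Adjusted p from limma-trend lay between 0.01 and 0.018 for the 6 genes and between 0.033 and 0.0411 for the 3. With the block term, 31 and 18 genes rose. No gene fell in either comparison by limma-trend, where 365 and 321 genes had an unadjusted p under 0.05, nor by edgeR's quasi-likelihood test, edgeR's likelihood ratio test or DESeq2 on the recovered reads of all 8 libraries without the block term, by which 7, 63 and 53 genes rose without CHX and 3, 43 and 32 with it. The 365 and 321 lie below the share of 0.05 of 22495 genes expected if no gene changed. Without the block term the fit counts differences between the experiments as spread, so these counts speak neither for nor against further changes. With the block term in limma-trend 675 and 603 genes had an unadjusted p under 0.05. With the block term the likelihood ratio test called 6 genes lower without CHX and 2 with it, and DESeq2 2 and 0. Without the library RA A no gene was called in the absence of CHX by limma-trend (568 at an unadjusted p under 0.05, 17 called with the block term, 50 by the likelihood ratio test), and without control B 3 were called. Without any 1 of the libraries CHX A, CHX B, RA+CHX A and RA+CHX B none was called in the presence of CHX (247 to 398 at an unadjusted p under 0.05).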

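Of 34 measured genes of receptor tyrosine kinase and FGF feedback, *dusp6* rose in the absence of CHX, none fell and 33 did not pass by limma-trend (4 genes were called by the likelihood ratio test and 3 by DESeq2), and 5 were higher when adjusted over the list alone. The ligand gene *fgf16* had a log2 fold change of 1.42 and the phosphatase gene *dusp5* of 1.26, and both were called with the experiment as a block term (adjusted p = 0.0674 and 0.219, blocked 0.019 and 0.0471), while *spry2*, an inhibitor of FGF signalling, had 1.01. The set was higher with RA without CHX (26 genes above 0, median 0.30, camera adjusted p = 7.97e-13) and with CHX (25 above 0, median 0.18, adjusted p = 3.18e-09), and these calls were lost with an estimated correlation at adjusted p = 0.147 and adjusted p = 0.369. In the neuroectoderm list, with *zic3* at 0.73 and *zic2* at 0.50, none of 41 genes was called without CHX by limma-trend (11 at an unadjusted p under 0.05, 2 by the likelihood ratio test and 3 by DESeq2) and 3 were higher when adjusted over the list alone. With the block term *nkx6-2* was called (2.12, adjusted p = 0.931, blocked 0.0268). Its median was 0.22 (camera adjusted p = 1.77e-06, with an estimated correlation adjusted p = 0.147), and in the presence of CHX it was 0.00 with a mean of 0.23 (adjusted p = 0.0203, with an estimated correlation adjusted p = 0.531), at -0.15 in experiment A and 0.25 in B. Mesoderm genes, 46 of them and none called by limma-trend (6 at an unadjusted p under 0.05, 2 by the likelihood ratio test and 2 by DESeq2), had a median of 0.32 without CHX (camera adjusted p = 4.09e-05, with an estimated correlation adjusted p = 0.363), which was 0.63 in experiment A and 0.00 in experiment B. The abundant *chrd* and *t* had log2 fold changes of 0.13 and -0.23. The Nodal list (25 genes, median 0.09, adjusted p = 0.000552, with an estimated correlation adjusted p = 0.363) had medians of 0.41 in A and 0.02 in B, and the Notch list (18 genes, median 0.43, adjusted p = 4.27e-05, with an estimated correlation adjusted p = 0.122) 0.21 in A and 0.09 in B. In neither list was a gene called by limma-trend (5 and 4 at an unadjusted p under 0.05). The likelihood ratio test called 3 Nodal genes and DESeq2 2, neither called a Notch gene, and 3 and 1 were higher when adjusted over the list alone. With CHX the medians were 0.08 for mesoderm (adjusted p = 0.323), -0.09 for Nodal (adjusted p = 0.92) and 0.16 for Notch genes (adjusted p = 0.0367, with an estimated correlation adjusted p = 0.423). In the library RA A, 60 transcripts at least 2-fold higher with CHX than in the control in both experiments lay above control A by a median of 1.46, against -0.02 for RA B above control B. Without the library RA A the set of mesoderm genes was no longer called (adjusted p = 0.872, blocked 0.796). Those of Notch genes (adjusted p = 0.0727, blocked 0.0151) and Nodal genes (adjusted p = 0.0222, blocked 0.182) were each called in 1 of the 2 fits, with the block term for Notch and without it for Nodal. Non-neural ectoderm genes (30, of which 5 without and 9 with CHX had an unadjusted p under 0.05 and none was called by limma-trend on 8 libraries, with or without the block term, nor by the quasi-likelihood test, the likelihood ratio test or DESeq2 without it) had a median of 0.34 without CHX (adjusted p = 4.09e-05, with an estimated correlation adjusted p = 0.363) and of 0.65 with CHX (adjusted p = 1.02e-14, with an estimated correlation adjusted p = 0.337), the abundant keratin gene *krt8* having 0.13 and 0.42. Their medians were 0.00 in A and 0.92 in B without CHX, and 0.28 and 1.19 with CHX. The likelihood ratio test with the block term called *gata3* and *foxi4.2*, named after their values were seen, in both comparisons.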

In total, 96 genes were classified as RA targets, 46 of these as direct targets (Fig. 2B, Tables S2 and S3). Using Nanostring analysis, 82 candidate genes from the RNA-seq analysis were tested individually for their RA inducibility in whole embryos as well as in explants. Of these candidate genes, 41 were confirmed in both systems (Fig. S2A,C) and 22 of these were found to be reduced upon inhibition of RA signalling (Fig. S2B,C, Table S4).

**Fig. 2.**
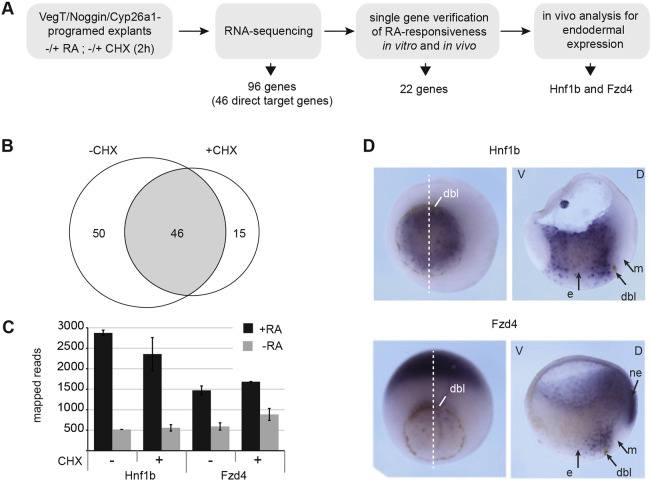
**Identification of *Hnf1b* and *Fzd4* as direct endodermal RA target genes.** (A) Experimental procedure for the identification of early direct RA target genes in the context of pancreas development. (B) Venn diagram comparing genes differentially expressed within 2 h of RA addition in the absence or presence of CHX. A total of 46 putative direct RA target genes were induced under both conditions. (C) RNA-seq results for RA-mediated *Hnf1b* and *Fzd4* induction. The number of mapped reads 2 h after the addition of RA in the presence or absence of CHX is indicated. The data result from two biological replicates with ∼50 explants per condition. Average values are given as mean and error bars as s.e.m. (D) WMISH for *Hnf1b* and *Fzd4* in gastrula-stage embryos. Whole embryos are depicted on the left-hand side and bisected embryos on the right-hand side. dbl, dorsal blastopore lip; e, endoderm; m, mesoderm; ne, neuroectoderm.

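The genes raised by RA both without and with CHX were *dhrs3*, *hoxa1* and *hoxa2*, where independent lists of these sizes would share 8e-04. The 2 lists are not fully independent, since the fit uses the same spread of a gene in both comparisons, so this number is a rough guide. With the experiment as a block term 14 genes were called in both, and by edgeR's likelihood ratio test on recovered reads 34. Without any 1 of the libraries RA A, RA B, CHX A, CHX B, RA+CHX A and RA+CHX B none was shared by limma-trend, and without control A 5 were. The genes of Tables S2 and S3 were chosen by the authors from these libraries, so their direction here is not independent evidence. Of the 96 genes of Table S2, 92 were higher with RA without CHX in both experiments, and all 92 were also higher in both experiments with CHX. The 47 genes listed in both tables had a median log2 fold change of 2.07 without CHX and 1.83 with it. The 46 genes that only Table S2 lists as higher had a median of 1.29 without CHX and 0.81 with it, where they ranged from 0.24 to 2.65 and 8 of them changed at least 2-fold. Over these 46 genes the RA effect was smaller with CHX (median difference -0.54), and in CHX without RA their median lay 0.71 above the control. Both values are favoured by the choice of genes that passed without CHX and not with it. The interaction test called no gene with a different RA effect by limma-trend (113 at an unadjusted p under 0.05), nor by edgeR's quasi-likelihood test, its likelihood ratio test or DESeq2 on recovered reads. On simulated libraries limma-trend called 3% of differences of 2-fold and 32.8% of 4-fold in this test. The lack of calls therefore does not show equal RA effects. The lowest p belonged to Xl.69443 (2.29), Xl.57648 (1.79), Xl.67403 (1.78), Xl.85699 (2.28), Xl.12693 (1.21), *sik1* (2.25) and *exoc3l2* (0.87), where the difference was above 0, and to Xl.42609 (-1.81), Xl.40596 (-1.46) and *aqp9* (-1.98), where it was below 0, each at an adjusted p of 1. Such a difference can be a change of sign. The mean of *sik1* went from 17.4 to 4.8 normalized reads with RA, and in the presence of CHX from 12.3 to 18.3. Apart from *exoc3l2* (152.5), these rows had means of 10.87 to 30.8 over all libraries, where the noise of counting is large. From the overlap of the genes that responded to RA with and without inhibition of translation, the paper classifies the shared ones as putative direct RA targets.

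**Figure D1:**
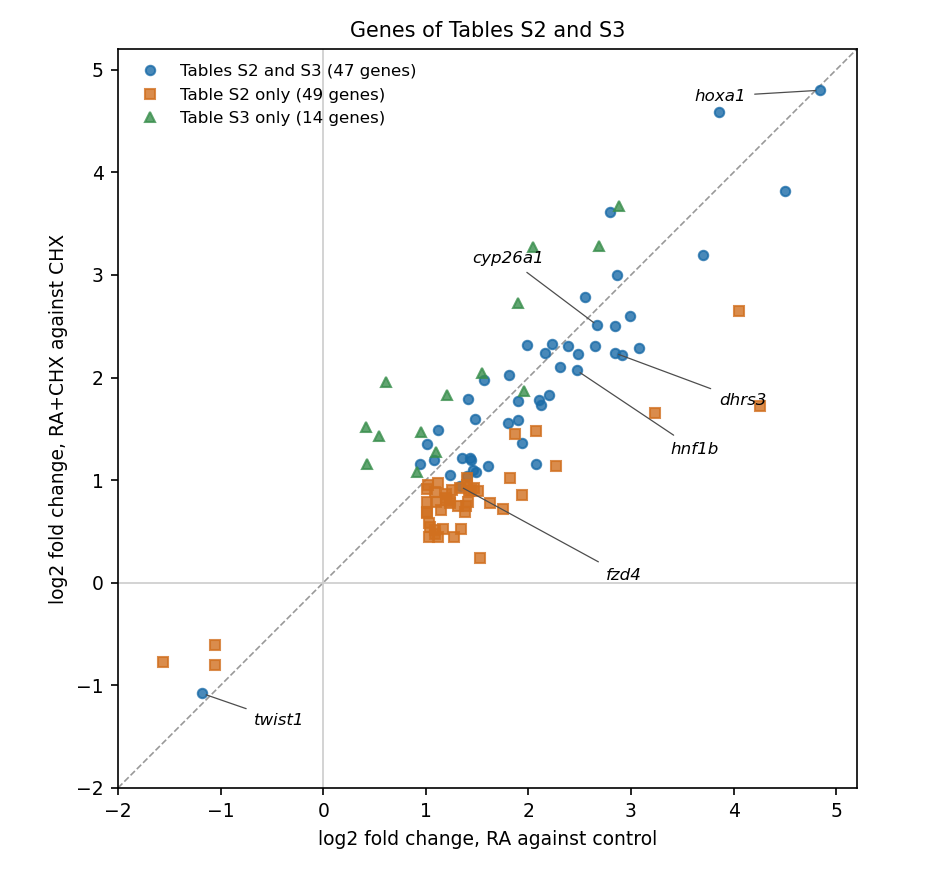
Log2 fold change with RA in the absence of CHX (horizontal axis) and in its presence (vertical axis) of the genes of Tables S2 and S3, 1 point per gene, with the genes of both tables, of Table S2 alone and of Table S3 alone marked apart. The 46 genes that only Table S2 lists as higher lie between 0.24 and 2.65 on the vertical axis.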

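*hnf1b* (Xetrov72023969), a homeobox transcription factor gene of endodermal organs, stood at 517.98 normalized reads in experiment A and 517.89 in experiment B in control explants, and at 2807.78 and 2941.62 after RA. In the presence of CHX it stood at 636.34 and 480.25 without RA and at 2760.33 and 1957.63 with RA. *fzd4* (Xetrov72029886), a Frizzled receptor gene, stood at 680.61 and 502.55 in the control, 1364.94 and 1581.14 after RA, 1032.0 and 741.25 with CHX, and 1679.09 and 1689.56 with RA and CHX. The RA effect on *hnf1b* was 2.44 in A and 2.50 in B without CHX (adjusted p = 0.0124 from limma-trend), and 2.12 in A and 2.02 in B with CHX, where the log2 fold change of 2.07 (SE 0.22) missed the threshold (adjusted p = 0.0523) and was called with the experiment as a block term (adjusted p = 0.00572). For *fzd4* the log2 fold change was 1.33 (SE 0.22, adjusted p = 0.265) without CHX, at 1.00 in A and 1.65 in B, and 0.94 (SE 0.22, adjusted p = 1) with CHX, at 0.70 in A and 1.19 in B. *fzd4* was not called with the block term either (adjusted p = 0.057 and 0.341), and was called without CHX by edgeR's likelihood ratio test (adjusted p = 0.00207) and DESeq2 (adjusted p = 0.00123) on recovered reads. The RA effects with and without CHX differed by -0.40 for *hnf1b* and -0.38 for *fzd4* in the interaction test (adjusted p = 1 for both). The 22 genes of Fig. S3, which include these 2, were all higher with RA in both experiments, by 1.10 to 4.84 without CHX (median 1.99) and by 0.52 to 4.80 with CHX (median 1.76). All 22 stand in Table S2 or Table S3 and were thus first chosen from these libraries, so their direction is not independent evidence. Without CHX 3 of them were called (*hnf1b*, *dhrs3* and *hoxa1*), and 8 with the block term. With CHX *dhrs3* and *hoxa1* were called, and 7 genes with the block term. The likelihood ratio test called 17 and 11 of the 22. Among those not called by limma-trend were the zinc finger gene *znf703* (2.99 and 2.60), *cebpd* (2.65 and 2.31), the Nodal pathway factor *foxh1* (1.48 and 1.60) and the TGF-beta antagonist *fst* (2.07 and 1.48), and the likelihood ratio test called *znf703* and *foxh1* in both comparisons. The change of *fst* without CHX was 3.32 in A and 0.82 in B. Without any 1 of the libraries control A, control B, RA A and RA B, *hnf1b* was no longer called without CHX (adjusted p from 0.0811 to 0.245).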

Previous microarray-based studies searching for RA-responsive genes have not made the distinction between direct and indirect target genes or different germ layers. Chen and colleagues (Zhang et al., 2013a) made use of whole embryos with downregulated RA signalling. In the same study, *Hnf1b* was listed as one of 138 genes downregulated by at least 2-fold in either stage 12, 23 or 34, although no further analyses were reported. The global screen for RAR-responsive genes performed by Blumberg and colleagues (Arima et al., 2005) used stage 18 embryos. There is an obvious overlap between the genes identified in these two previous screens and the current results, for example in respect to the Hox gene family.

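Of 32 measured Hox genes, those of paralogue groups 1 to 5 at the anterior end of the body axis were higher after RA, while those of groups 6 to 13 went both ways. All 16 genes of groups 1 to 5 were above the control in both experiments and with or without CHX. *hoxa1* went from 47.1 ± 32.7 to 1212 ± 117 normalized reads and *hoxa2* from 13.2 ± 6.5 to 305 ± 40.8 in the absence of CHX (mean ± SD, n = 2), and with CHX from 52.5 ± 0.446 to 1495 ± 202 and from 21.0 ± 0.177 to 309 ± 7.35. By limma-trend these 2 genes were called in both comparisons and 14 were not; the likelihood ratio test called 8 without and 11 with CHX, DESeq2 7 and 9, and the quasi-likelihood test 2 and 2. With the experiment as a block term *hoxa3* (3.86 and 4.59) and *hoxa5* (2.86 and 3.00) were called in both as well, *hoxd1* (2.48) without CHX, and *hoxb1* (3.27) and *hoxb4* (3.61) with CHX. Adjusted over the list alone, 12 genes were higher without CHX and 15 with it. The median log2 fold change of groups 1 to 5 was 1.78 without CHX (camera adjusted p = 5.27e-51, with an estimated correlation adjusted p = 0.0611) and 2.09 with CHX (adjusted p = 5.3e-69, with an estimated correlation adjusted p = 0.0343, and with the block term beside it adjusted p = 0.176). The rotation test fry called this set without CHX (adjusted p = 0.02, blocked 0.0653) and with CHX (adjusted p = 0.0108, blocked 0.043). None of the 16 genes of groups 6 to 13 was called by limma-trend (1 and 2 at an unadjusted p under 0.05, 1 and 1 by the likelihood ratio test, none by DESeq2), and 1 was higher in each comparison when adjusted over the list alone, among them *hoxa6* (3.87 and 2.78). Their median was 0.08 without CHX (adjusted p = 0.586) and 0.29 with CHX (adjusted p = 0.0155, with an estimated correlation adjusted p = 0.679; 0.38 in A and 0.00 in B), and *hoxc6*, the most abundant, had -0.73 and 0.06. The signs of *hoxa7*, *hoxa9*, *hoxa10*, *hoxb8*, *hoxc8*, *hoxc10*, *hoxc12*, *hoxd8*, *hoxd9* and *hoxd10* without CHX, and of *hoxa10*, *hoxb7*, *hoxc6*, *hoxc8*, *hoxc9*, *hoxc12*, *hoxd8*, *hoxd9* and *hoxd10* with CHX, turned when single libraries were left out. Over all 32 genes the changes ran from -0.84 to 4.84 (median 0.98, 24 above 0) without CHX and from -0.38 to 4.80 (median 1.34, 28 above 0) with it. Genes of the Cdx, Meis and Pbx cofactors (10, none called by limma-trend, 2 and 1 at an unadjusted p under 0.05, 1 and 0 by the likelihood ratio test and 1 and 0 by DESeq2) had medians of 0.07 and 0.19 (adjusted p = 0.024 and 0.00512, with an estimated correlation adjusted p = 0.404 and adjusted p = 0.482), and *meis3* had 1.46 and 1.10; it was called without CHX with the block term (adjusted p = 0.652, blocked 0.0166). The set had medians of -0.21 in A and 0.44 in B without CHX and of 0.18 and 0.42 with CHX, and without the library RA A it was not called without CHX (adjusted p = 0.104) except with the block term (adjusted p = 0.000819).

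**Figure D2:**
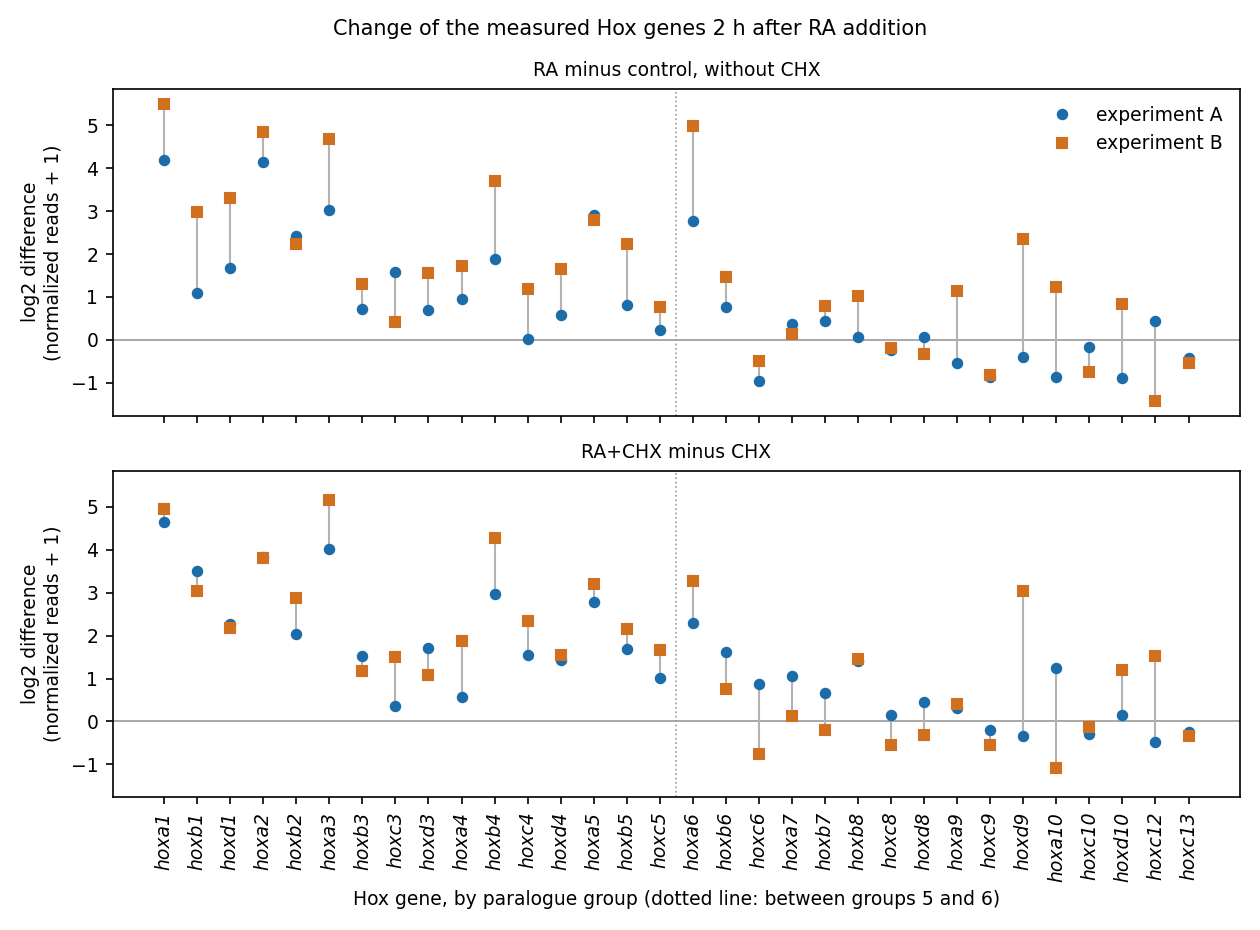
Log2 fold change of each measured Hox gene with RA, in experiments A and B and in the absence and presence of CHX, ordered by paralogue group. All 16 genes of groups 1 to 5 lie above 0 in both experiments, and the 32 genes run from -0.84 to 4.84 in their mean without CHX.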

RA target genes involved in pancreas specification are expected to be expressed in the dorsal endoderm of gastrula-stage embryos (Chalmers and Slack, 2000; Chen et al., 2004). WMISH analysis of the expression characteristics of the 22 primary candidate genes defined above revealed two genes with these expression characteristics, namely *Hnf1b* and *Fzd4* (Fig. 2C,D). The other RA target genes were found to be expressed in the outer and/or internal involuting mesoderm, with some also expressed in the prospective neuroectoderm (Fig. S3).

*Hnf1b* was detected throughout the endoderm, with a slight enrichment in the dorsal area, as also confirmed by Nanostring analysis (Fig. 2D, Fig. S4). *Fzd4* was most predominantly expressed in the territory of the endodermal pancreatic precursor cell population, as well as in the prospective neuroectoderm (Fig. 2D). Upon decreased endogenous RA signalling by *Cyp26a1* RNA injection or by treatment with the RA-signalling inhibitor BMS453, both genes showed strongly reduced endodermal expression, upon treatment with exogenous RA increased expression (Fig. S5), confirming the *in vivo* relevance of RA signalling for the transcriptional control of both genes.

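Among 21 measured endoderm genes, *hnf1b* rose with RA in the absence of CHX, none fell and 20 did not pass by limma-trend. *gata5* and *hnf1a*, transcription factor genes of the endoderm, had log2 fold changes of 0.82 and 0.77, and *foxa4* had 0.79. The endoderm list was higher as a set without CHX (median 0.16, camera adjusted p = 5.69e-05, with an estimated correlation adjusted p = 0.101), with *hnf1b* among its members, and not with CHX (median -0.05 and mean 0.05, adjusted p = 0.954), where *sox17a* had -0.08 and *a2m* 0.06. Adjusted over the list alone, *hnf1b* was the 1 gene higher in either comparison. Of 22 pancreas genes found among the sequences, 11 had a mean of at least 10 and were tested. None of these 11 was called by limma-trend (1 and 2 at an unadjusted p under 0.05), by the quasi-likelihood or likelihood ratio test or by DESeq2, and none passed when adjusted over the list alone. The homeobox gene *mnx1* had 1.00 and 1.07 and *nkx6-1* 0.31 and 0.50, with medians of the list of 0.21 (adjusted p = 0.286) and 0.10 (adjusted p = 0.0794), at a median of 22.8 normalized reads.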

In summary, the screen for RA-induced genes with possible relevance for early events in pancreas development identified genes encoding the putative Wnt-receptor Fzd4 and the homeobox transcription factor Hnf1β. Both genes were expressed in the territory of gastrula-stage embryos where pancreatic precursor cells form and both were positively regulated by RA both *in vitro* and *in vivo*.

### Hnf1β is required for pancreas development *in vitro* and *in vivo*

To examine whether Hnf1β mediates RA signalling in pancreas specification, we used an antisense Morpholino oligonucleotide (MO) affecting the splicing of *Hnf1b* heterogenous nuclear RNA (hnRNA), resulting in the production of a shortened protein that lacked both the DNA-binding and transactivation domains (Fig. S6). The downregulation of *Hnf1b* in the explant system led to a strong decrease in the expression of the pancreatic progenitor marker genes *Ptf1a* and *Pdx1*, as detected by RT-PCR analysis (Fig. 3A). Transcripts of the endo- and exocrine differentiation marker genes *Insulin* and *Pdia2* were also strongly downregulated. Surprisingly, the expression of the endodermal marker gene *Darmin* was also significantly decreased, whereas that of another endodermal marker, *Sox17a*, was only slightly decreased.

**Fig. 3.**
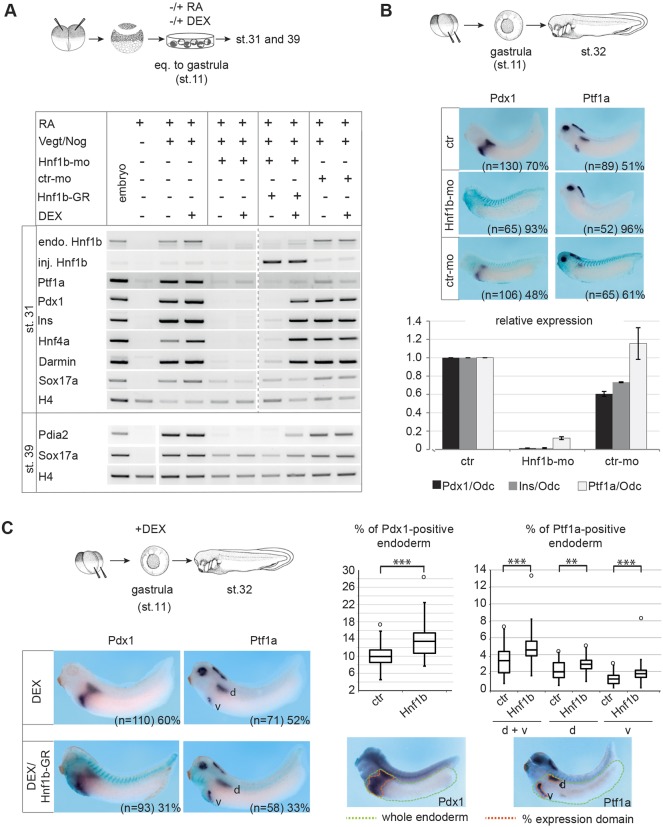
***Hnf1b* is required for pancreas development *in vitro* and *in vivo*.** (A) MO-mediated knockdown of *Hnf1b* in pancreatic explants. To demonstrate the specificity of the MO effect, RNA encoding a hormone-inducible version of Hnf1β (Hnf1b-GR) was co-injected and explants were treated with the GR inducer dexamethasone (DEX) together with RA at the equivalent of the gastrula stage. At the equivalent of stages 31 and 39, total RNA was isolated from ∼30 explants per condition and subjected to RT-PCR. Detection was of endogenous (endo) and injected *Hnf1b* (inj.), as well as for the marker genes indicated. The *Hnf1b* loss-of-function phenotype and its rescue was observed for four independent biological replicates. (B) Four-cell stage embryos were injected with RNA encoding β-galactosidase (glb1) and either *Hnf1b*-MO or a control-MO. At stage 32, embryos from two independent biological replicates were used for WMISH against *Pdx1* and *Ptf1a* and a real-time PCR analysis for *Pdx1*, *Ptf1a* and *Insulin*. The graph indicates the fold change in tested markers in relation to Odc. ctr, uninjected embryos. (C) Four-cell stage embryos were injected with RNA encoding β-galactosidase alone or in combination with *Hnf1b*-GR RNA. At the gastrula stage, embryos were treated with dexamethasone (DEX) to induce Hnf1β function. WMISH against *Pdx1* and *Ptf1a* at stage 32 is shown. Boxplots display the range of the percentage area of Pdx1 and endodermal Ptf1a domains in the endoderm observed in embryos from two independent biological replicates (see Fig. S7). By the use of ImageJ (https://imagej.net), *Pdx1* and *Ptf1a*-positive areas were measured (orange dotted line) as a ratio of the whole endoderm (green dotted line). Values above the upper whisker, which is set at 1.5× interquartile range above the third quartile, are indicated as maximum outliers (°). (*P*-values in an unpaired Student's *t*-test **<0.01, ***<0.001).

To test for the specificity of these effects, we performed a rescue experiment by co-injecting RNA encoding a dexamethasone-inducible variant of HNF1β, namely Hnf1β-GR. Upon dexamethasone treatment at the equivalent of the gastrula stage, expression of *Pdx1*, *Insulin*, *Pdia2*, *Darmin*, and the known direct *Hnf1b* target gene *Hnf4a* (Thomas et al., 2001) was fully restored in MO-injected embryos (Fig. 3A). The rescue of *Ptf1a* expression resulted in weaker and more variable effects in independent experiments. The requirement of Hnf1β for the pan-endodermal marker Darmin correlated with the pan-endodermal expression of Hnf1β.

In whole embryos, downregulation of *Hnf1b* revealed correlating effects. Upon MO injection, endodermal expression of *Pdx1* and *Ptf1a* was almost completely ablated, as revealed by WMISH analysis (Fig. 3B). Quantitative real-time PCR analysis confirmed the strongly reduced *Ptf1a* and *Pdx1* expression and revealed a similar decrease in *Insulin* expression. Hence, endodermal expression of *Hnf1b* is required for pancreas specification. We also assayed for effects of *Hnf1b* loss on other endodermal organ primordia. Maintenance of Hnf1β function was critical not only for pancreas development, but also for liver and lung development (Fig. S11A). Furthermore, we examined the effect of *Hnf1b* overexpression on *Ptf1a* and *Pdx1*. WMISH analysis revealed a marked expansion of the endodermal *Pdx1* and *Ptf1a* expression domains (Fig. 3C, Fig. S7). In terms of the effects of Hnf1b overexpression on the development of other endodermal organs, a liver marker was expanded and a lung marker was reduced, whereas *Darmin* expression was not affected (Fig. S11B). Given that both loss and gain of Hnf1β function influence the pancreatic progenitor field, we also asked whether Hnf1β can substitute for RA in pancreas specification. Thus, Hnf1β function was induced in programmed explants with blocked endogenous RA signalling. Under these conditions, *Hnf1b* rescued *Darmin* and *Hnf4a* expression, but none of the pancreatic marker genes were detected (Fig. S8).

Taken together, functional analysis of *Hnf1b* revealed that it is essential for specification of endodermal organs, including the pancreas, but that it is not the only gene that mediates the RA response in this context.

### Fzd4 is required for pancreas development *in vitro* and *in vivo*

Fzd4 occurs as two alternative splice variants: Fzd4 and Fzd4s (Yam et al., 2005; Swain et al., 2005). Fzd4 is a putative transmembrane receptor in the Wnt pathway, whereas Fzd4s lacks a transmembrane domain and, therefore, is considered a secreted protein that contains a Wnt-binding domain. 

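The normalized reads have 1 *fzd4* transcript, to which reads of both splice variants can align, so no separate value of Fzd4s could be taken from them. With CHX without RA *fzd4* had a log2 fold change of 0.58 (SE 0.22, adjusted p = 1), and RA+CHX differed from RA by 0.20 (adjusted p = 1), both from limma-trend. Among 49 measured genes of the Wnt pathway *fzd4* had the lowest p in both RA comparisons. None of the 49 was called by limma-trend (4 without and 2 with CHX at an unadjusted p under 0.05; 2 without CHX by the likelihood ratio test and 2 by DESeq2), and 2 were higher without CHX when adjusted over the list alone. The most abundant, the beta-catenin gene *ctnnb1*, had 0.04 without and 0.02 with CHX, and the Wnt receptor gene *ror2* 0.21 and 0.03. The list was slightly higher as a set without CHX (32 above 0, median 0.14, camera adjusted p = 0.000617) and with CHX (31 above 0, median 0.09, adjusted p = 0.0312), and with an estimated correlation it was not (adjusted p = 0.278 and adjusted p = 0.531). With CHX its median was -0.08 in A (16 of 49 above 0) and 0.27 in B (38 of 49).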

Results from our RNA-seq and RT-PCR analyses suggested that both variants are directly induced by RA (Fig. S9). However, reads specific for Fzd4s were found at 20-fold lower levels compared with nondiscriminatory Fzd4/Fzd4s reads (Table S5). Nanostring and WMISH probes against Fzd4 transcripts should detect both variants; however, WMISH probes specific for Fzd4s stained the entire gastrula embryo, probably reflecting unspecific binding events (data not shown).

To examine whether Fzd4/Fzd4s have a regulatory function in pancreas development, we downregulated the expression of both variants by using an MO antisense oligonucleotide that blocks translation (as described by Gorny et al., 2013). Upon *Fzd4*/*Fzd4s* knockdown in pancreatic explants, *Ptf1a*, *Pdx1*, *Insulin* and *Sox17a* expression was lost compared with mismatch control MO-injected samples (Fig. 4A). Reduced pancreatic progenitor as well as differentiation marker gene expression was also observed in embryos and confirmed by real-time PCR (Fig. 4C). Furthermore, CRISPR/Cas-mediated gene mutations were used as an alternative loss-of-function approach in the explant system. Upon Fzd4-gRNA co-injection, a phenotype similar to that resulting from MO-mediated knockdown was observed (Fig. 4B). DNA sequence analysis revealed a 100% mutation rate in the *Fzd4* exon1, resulting in deletions and sequence alterations in the Fzd4/Fzd4s proteins (Fig. S10A). Potential off-targets were predicted as described (Stemmer et al., 2015) (Table S6) and mutations were not detected (Fig. S10B). We also tested the effects of downregulating Fzd4 function on the development of other endodermal organs; this resulted in the reduced expression of lung and liver markers, whereas the expression of a stomach/intestine marker expanded into more anterior territories (Fig. S12).

**Fig. 4.**
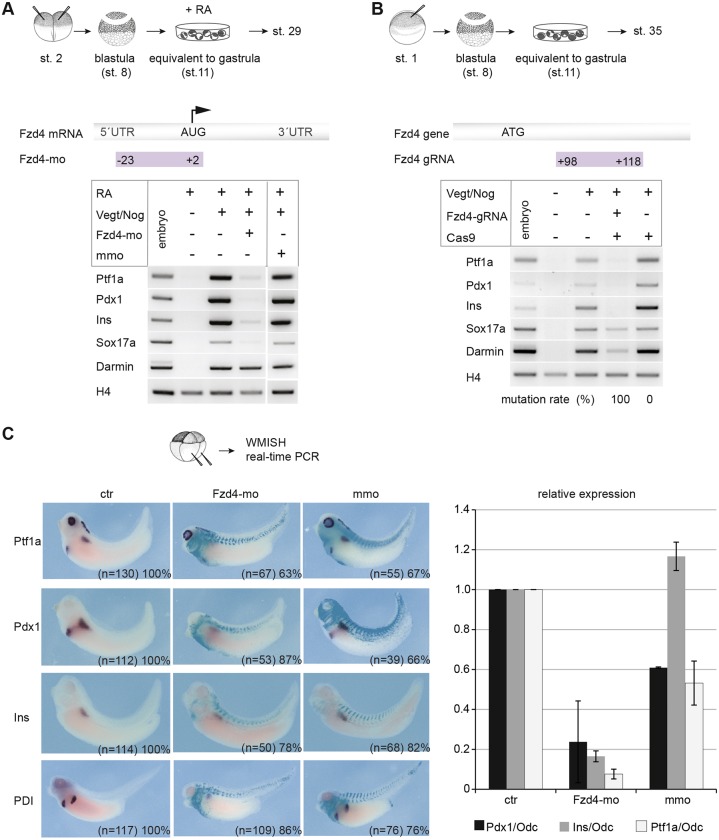
***Fzd4*/*Fzd4s* is required for pancreas development *in vitro* and *in vivo*.** (A) *Fzd4*-mo or the corresponding mismatch-MO (mmo) were co-injected along with *Vegt*- and *Noggin*-encoding RNAs. At the equivalent of stage 28, total RNA was isolated from the programmed explants and subjected to RT-PCR as indicated. (B) *Fzd4*-gRNA was co-injected along with RNAs encoding *Cas9*, *Vegt*, and *Noggin* into one-cell stage embryos. Explants were cultivated until the equivalent of stage 35. RT-PCR was for the genes indicated. Mutation rate is given for Cas9 only or for Cas9 in combination with *Fzd4*-gRNA. For both loss-of-function approaches, ∼30 explants per condition from two independent biological replicates were used. (C) Downregulation of *Fzd4*/*Fzd4s* by *Fzd4*-morpholino injection. 4-cell stage embryos were injected with RNA coding for β-galactosidase (glb1) and either *Fzd4*/*Fzd4s*-mo or the corresponding mmo. At stage 35/39, embryos from two independent biological replicates were used for WMISH against the indicated pancreatic markers and a real-time PCR analysis for *Pdx1*, *Ptf1a* and *Insulin*. The graph indicates the fold change in tested markers in relation to *Odc*. Average values are given as mean and error bars as s.e.m. ctr, uninjected embryos.

Taken together, both loss-of-function approaches revealed a requirement of Fzd4 and/or Fzd4s for endodermal patterning for the formation of different organs, including the pancreas, in *Xenopus*.

## DISCUSSION

VegT/Noggin-programmed ectodermal explants from *Xenopus* embryos recapitulate the molecular events of pancreas specification and differentiation in a RA-dependent manner. By using this system, *Hnf1b* and *Fzd4* were identified as direct RA target genes in the context of pancreas specification. Both genes appear to be involved in pre-patterning events of the embryonic endoderm that allow for pancreas formation. Hnf1β is a homeobox transcription factor functioning upstream of Pdx1 and Ptf1a, whereas Fzd4/Fzd4s appears to serve as a Wnt modulator, establishing adequate levels of Wnt signalling to allow for pancreas development (as shown schematically in Fig. 5).

**Fig. 5.**
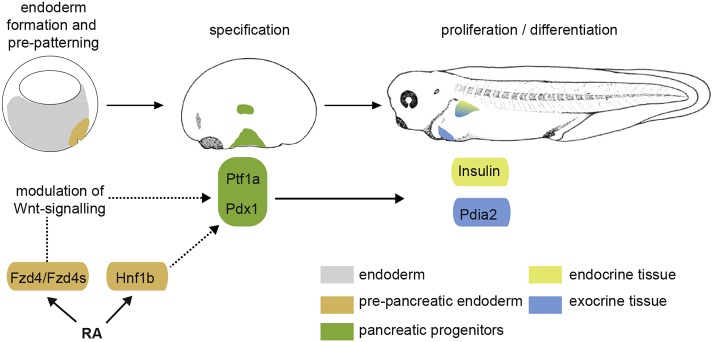
**Diagrammatic representation reflecting the role of RA signalling in pancreas specification during early *Xenopus* embryogenesis.** During gastrulation, the expression of *Fzd4* and *Hnf1b* is directly induced by RA. The overlapping activity of *Fzd4* and *Hnf1b* establishes a pre-pancreatic domain within the dorsal endoderm. *Fzd4*/*Fzd4s* is a regulator of Wnt signalling within the dorsal endoderm, which modulates Wnt signalling to a level that allows the specification of pancreatic progenitors characterised by the co-expression of *Ptf1a* and *Pdx1*. Pancreatic progenitors subsequently proliferate and differentiate into endocrine and exocrine tissue.

### Programming ectodermal explants to a pancreatic fate

The *Xenopus* explant system has been used to generate pancreatic tissue by the utilisation of simple protocols, including an endoderm-inducing factor and RA (Moriya et al., 2000b; Chen et al., 2004). Protocols for the generation of pancreatic tissue from hESCs or iPSCs similarly include RA, even though such multistep protocols are more complex and include multiple signalling molecules (Pagliuca et al., 2014; Shaer et al., 2015).

In the current study, we used the maternal transcription factor VegT to promote endoderm formation and created a dorsal endodermal environment by application of the BMP inhibitor Noggin. With the addition of RA, we aimed to recapitulate *in vivo* RA secretion from the dorsal mesoderm during gastrulation. The temporal profile of pancreatic progenitor and differentiation marker gene expression in such explants correlated with the pattern observed for pancreas development in whole embryos. These findings open the way for the use of pancreatic explants in studies aiming to elucidate the molecular mechanisms behind pancreas specification induced by RA.

However, there are some limitations of this explant system. As revealed by WMISH, the yield of pancreatic cells varied significantly and was never complete. A major portion of the cells either adopted a different endodermal state or developed a mesodermal or neuroectodermal fate, which could be indirectly induced by the activity of VegT. In line with such results, we observed robust expression of mesodermal and neuroectodermal marker genes, even though their level of expression was lower than that of general endodermal and pancreatic genes.

### *Hnf1b* is a direct RA target required for pancreas development

We identified *Hnf1b* as a direct RA-responsive gene expressed in the early embryonic endoderm. Induction of *Hnf1b* by RA had previously been described for the murine hindbrain (Sirbu and Duester, 2006). In the explant system used in the current study, we found *Hnf1b* to be expressed in a RA-dependent manner. The idea of RA responsiveness was further supported by the prediction of two RA-responsive elements (RAREs) in the genomic locus of the mouse *Hnf1b* gene (Power and Cereghini, 1996; Pouilhe et al., 2007).

RA-induced expression of *Hnf1b* in the dorsal endoderm of gastrula-stage embryos appears to have a role in endoderm patterning. Our functional analyses in programmed explants and whole embryos revealed an essential role for *Hnf1b* in pancreas development, correlating with a loss of *Ptf1a* and *Pdx1* expression. These findings are consistent with observations in *HNF1b*-mutant mice (Haumaitre et al., 2005). Interestingly, Maestro et al. (2003) defined *Hnf1b*-positive cells as a cellular stage distinct from *Pdx1*/*p48* (*Acot10* – Mouse Genome Informatics) multipotent pre-pancreatic cells in the mouse. Although we agree with defining this endodermal field as containing multipotent pancreatic cells in *Xenopus*, on the basis of the overlap of *Hnf1b* with *Pdx1* expression domains in gastrula-stage endoderm, Hnf1β-positive cells do not yet express *p48* (*Ptf1a*). It also appears that, in *Xenopus*, the onset of expression of *Pdx1* and *Hnf1b* occurs simultaneously, in principle. Humans with a monogenetic form of diabetes, referred to as maturity onset diabetes of the young 5 (MODY 5) (Horikawa et al., 1997), are mutant in *HNF1B*. A previous study identified Hnf1β as a downstream target for RA in the context of zebrafish pancreas development (Song et al., 2007). However, direct induction of Hnf1β by RA and the early requirement of Hnf1β during gastrula and/or neurula stages were not revealed in this previous study.

In gastrula-stage embryos, RA-responsive *Hnf1b* expression was restricted to the dorsal endoderm. *Hnf1b* also exhibits RA-independent, pan-endodermal expression during early embryogenesis (Demartis et al., 1994); Hnf1β was previously identified as a direct downstream target of Sox17α, a regulator of endoderm development, which is expressed in an overlapping manner (Hudson et al., 1997; Clements et al., 1999; Sinner et al., 2004). Pan-endodermal expression has also been described for Darmin, a putative metalloprotease (Pera et al., 2003). Similar to Hnf1β, expression of *Darmin* was RA responsive in the explant system. We further observed a loss of *Darmin* expression upon Hnf1β downregulation, as well as Hnf1β-triggered induction of *Darmin* in RA-ablated explants. These observations clearly revealed *Darmin* to be a gene that occurs downstream of *Hnf1b*.

*Hnf1b* overexpression resulted in a modest expansion of the pancreatic progenitor domain, but this was not sufficient for ectopic pancreatic progenitor gene expression elsewhere in the endoderm, comparable to what has been previously described following combined ectopic expression of *Ptf1a* and *Pdx1* (Afelik et al., 2006). Furthermore, Hnf1β alone was not sufficient to substitute RA in the induction of pancreatic marker genes in the explant system, suggesting the requirement for one or more additional RA-regulated factors to allow for induction of a pancreatic fate. We also detected effects of modulating Hnf1β activity on the development of other endodermal organs, perhaps reflecting a more general role for Hnf1β in this context. Such a function correlates with the pan-endodermal expression of *Hnf1b* in gastrula-stage embryos.

### *Fzd4*/*Fzd4s* is a direct RA target gene required for pancreas development

Expression of Fzd4 during gastrulation was initially described for the prospective neuroectoderm (Shi and Boucaut, 2000). We observed endodermal expression of *Fzd4* in RA-treated embryos and also in untreated embryos upon prolonged staining. In the pancreatic explant system, we identified *Fzd4* as a direct RA target gene. Co-expression of two alternative splice variants, the transmembrane form Fzd4 and the secreted soluble form Fzd4s, has been described for *Xenopus* embryos (Sagara et al., 2001; Yam et al., 2005; Swain et al., 2005). In our RNA-seq experiments, a significant number of mapped reads for *Fzd4*/*Fzd4s* were induced by RA in the presence of a translational inhibitor, indicating that the expression of both *Fzd4* variants is directly regulated by RA. Fzd4s-specific reads appeared at a lower level compared with the number of nondiscriminatory *Fzd4*/*Fzd4s* reads, indicating that the transmembrane version of *Fzd4* is predominantly expressed. It has been reported that *Fzd4* mRNA is provided maternally with increasing expression during gastrulation, whereas *Fzd4s* expression is only initiated during gastrulation (Swain et al., 2005). Remarkably, *Fzd4*/*Fzd4s* expression overlapped with the territory of putative pancreatic precursor cells in the dorsal endoderm, adjacent to the expression domain of the RA-generating enzyme RALDH2 in the dorsal mesoderm (Chen et al., 2001).

Previous loss-of-function studies with *Fzd4*/*Fzd4s* in *Xenopus* revealed defects in fin formation and neural crest migration (Gorny et al., 2013). Comparative transcriptome analyses in the mouse identified *Fzd4* transcripts to be enriched in pancreatic progenitor cells compared with liver progenitors, although a function of *Fzd4*/*Fzd4s* in pancreas development was not demonstrated experimentally (Rodriguez-Seguel et al., 2013). Using two independent loss-of-function approaches, we found that *Fzd4*/*Fzd4s* is required for pancreas specification and differentiation in programmed *Xenopus* explants. Results obtained upon downregulation of *Fzd4*/*Fzd4s* in whole embryos provided further support for this notion, because significantly reduced levels of pancreatic progenitor and differentiation marker gene expression were observed.

### *Fzd4*/*Fzd4s* as modulators of Wnt signalling in pancreas development

It was proposed by several previous studies that both canonical and noncanonical Wnt-signalling activities must be precisely controlled in the anterior endoderm of early embryos to maintain foregut identity and, thus, allow endodermal patterning appropriate for endodermal organ formation (McLin et al., 2007; Li et al., 2008; Damianitsch et al., 2009; Zhang et al., 2013b; Rodriguez-Seguel et al., 2013). *Fzd4* appears to define an activity that is also involved in this process. It encodes a transmembrane protein described to function as a receptor in both canonical and noncanonical Wnt signalling downstream of Wnt5a (Umbhauer et al., 2000; Mikels and Nusse, 2006). Conversely, Fzd4s exhibits structural similarities with secreted frizzled related proteins (Rattner et al., 1997) and was demonstrated to bind Wnt ligands, thereby functioning as an activator and/or inhibitor of canonical Wnt signalling, depending on the identity of a given Wnt ligand (Sagara et al., 2001; Swain et al., 2005; Gorny et al., 2013). Another endodermally expressed Wnt receptor, Fzd7, was shown to modulate canonical as well as noncanonical Wnt signalling positively or negatively in a concentration-dependent manner, promoting foregut fate and thereby pancreas development. The loss of Fzd7 was shown to result in agenesis of liver and pancreas, with an overall loss of foregut identity (Zhang et al., 2013b). We observed a similar foregut phenotype upon *Fzd4*/*Fzd4s* downregulation *in vivo*. Thus, a precisely regulated concentration of the transmembrane receptor Fzd4 and/or secreted Fzd4s might be required to allow for pancreas development in the foregut. To obtain such concentration levels at the appropriate time during endoderm development, a time-controlled expression system for Fzd4/Fzd4s would be required. However, our initial attempts using a Tet-inducible system have not yet been successful. In summary, we propose that Fzd4/Fzd4s functions as a modulator of Wnt signalling downstream of RA in the context of endodermal patterning that allows for pancreas development in *Xenopus*.

## MATERIALS AND METHODS

### Microinjections and ectodermal explants

*Xenopus laevis* embryos were obtained by *in vitro* fertilisation and staged according to Nieuwkoop and Faber (1967). Capped sense RNAs were transcribed using the mMessage mMachine kits (Ambion). The following linearisation and transcription conditions were used with indicated amounts of RNA injected per embryo: VegtT (*Not*I/Sp6; 500 pg; Zhang and King, 1996), Noggin (*Not*I/Sp6; 500 pg; Smith et al., 1993), Cyp26a1 (*Mlu*I/T3; 2 ng; Hollemann et al., 1998), Hnf1β-GR (*Not*I/Sp6; 800 pg; Vignali et al., 2000), GFP (*Not*I/Sp6; 200 pg; Rubenstein et al., 1997) and β-galactosidase (*Not*I/Sp6; 200 pg; Chitnis et al., 1995). RNAs were injected in a volume of 4 nl as follows: one-cell stage animally (Fig. 4B; Fig. S10), two of two blastomeres animally (Fig. 1; Fig. 2; Fig. 3A; Fig. 4A; Fig. S1; Fig. S2A; Fig. S6; Fig. S8; Fig. S9), two of four blastomeres vegetally dorsal (Fig. 3B/C; Fig. S7; Fig. S11) or animally and vegetally dorsal (Fig. S2B; Fig. S4) or marginally dorsal (Fig. S5A), and two of eight vegetally dorsal (Fig. 4C; Fig. S12). Ectodermal explants were dissected from the blastocoel roof of stage 8/9 embryos and cultured in salt solution [88 mM NaCl, 1 mM KCl, 0.82 mM MgSO_4_, 2.4 mM NaHCO_3_, 0.41 mM CaCl_2_, 0.33 mM Ca(NO_3_)_2_, 10 mM HEPES, pH 7.8] with antibiotics [ampicillin (100 µg/ml), kanamycin (10 µg/ml) and gentamycin (10 µg/ml), ROTH] on 0.7% agarose at 14°C until control embryos had reached the desired stage.

### Morpholino oligonucleotides and CRISPR/Cas

For knockdown experiments, antisense HNF1β-MO (CCTCGCTGTGAACAAAA CACAAA; 25 ng/embryo for WMISH/qPCR and 55 ng/embryo for explants), control-MO (CCTCTTACCTCAGTTACAATTTATA; same amounts as for HNF1β-MO), Fzd4/Fzd4s-MO (Gorny et al., 2013; ATTATTCTTCTTCTGTTGCCG CTGA; 5 ng/embryo for WMISH/qPCR and 45 ng/embryo for explants) and Fzd4-mismatch-MO (ATTATTaTTaTTCTaTTGCaGCTaA; same amounts as for Fzd4/Fzd4s-MO). For knockout experiments using CRISPR/Cas, 3 ng/embryo capped sense RNA of Cas9 (Blitz et al., 2013), prepared by Acc651 linearisation and transcribed with the mMessage mMachine T7 kit (Ambion), was injected animally at the one-cell stage alone or together with 300 pg/embryo uncapped sense Fzd4-gRNA, linearised with *Dra*I and transcribed with a MEGAscript T7 kit (Invitrogen). Fzd4-gRNA was generated by cloning the oligonucleotides 5′phosp-TAGGCACATGGTGATCCTGATG and 5′phosp-AAACCATCAGGATCACCATGTG into pDR274 (Addgene). For target- and predicted potential off-target (CRISPR/Cas Target online predictor; CCTop; Stemmer et al., 2015) mutation analysis, genomic DNA from 50 explants, per condition and biological replicate, was isolated by using a ‘DNeasy Blood and Tissue Kit’ (Qiagen). The region around the target site and predicted off-target sites was amplified and cloned into the pGem^®^-T Easy vector (Promega) for sequence analysis.

### Chemical treatments of embryos and explants

Treatments with 5 µM RA (all-*trans* RA, SIGMA) (variations are indicated) were done in the corresponding buffer at embryonic stage 11 for 1 h at 12°C under light protection. After the treatment, embryos and explants were cultivated until the controls reached the desired developmental stage. Treatments with 10 µg/ml Cyclohexamide (SIGMA) started 30 min prior to additional treatments. Whole embryos were incubated with 0.25 µM BMS453 (a gift from Bristol Myers Squibb; Chen et al., 1995) at stage 8/9 until stage 12. Afterwards, embryos were cultivated until they reached the desired stage. Injected embryos or ectodermal explants were cultivated in the dark in the presence of 10 µM dexamethasone (Sigma) at the equivalent of stage 11 until the desired stage was reached.

### Whole-mount *in situ* hybridisation

WMISH of whole embryos and explants was done as previously described (Harland, 1991) with modifications (Hollemann and Pieler, 1999). The probes were prepared as follows: Cebpd (*EcoR*I/T7; Ikuzawa et al., 2005), Cyp26a1 (*Cla*I/T7; Hollemann et al., 1998), Darmin (*EcoR*I/T7; Pera et al., 2003), Dhrs3 (*EcoR*I/SP6; Kam et al., 2010), Foxh1 (*EcoR*I/T7; Kofron et al., 2004), IFABP (*Nco*I/Sp6; Henry et al., 1996), Fst (*Sal*I/T7; Tashiro et al., 1991), Fzd4 (*BamH*I/T7; Swain et al., 2005), Gbx2 (*Apa*I/SP6; Maczkowiak et al., 2010), hHex (*Not*I/T7; Newman et al., 1997), Hnf1β (*BamH*I/T7; Vignali et al., 2000), Hoxa1-b (*Sal*I/T7; Sive and Cheng, 1991), Hoxb1 (*EcoR*I/SP6; Nieto et al., 1992), Hoxd1 (*EcoR*I/T7; Sive and Cheng, 1991), Hoxd4 (*EcoR*I/T7; Klein et al., 2002), Igf3 (*Sal*I/T7; Richard-Parpaillon et al., 2002), Ins (*Not*I/T7; Shuldiner et al., 1989), Lhx1 (*Xho*I/T7; Taira et al., 1994), Meis3a (*Cla*I/T3; Salzberg et al., 1999), Nkx2.1 (*No*tI/T7; Hollemann and Pieler, 2000), Nkx6.2 (*Xho*I/T7; Dichmann and Harland, 2011), Pdia2 (*BamH*I/T7; Sogame et al., 2003), Pdx1 (*Apa*I/SP6; Wright et al., 1989), Prph (*Sal*I/T7; Sharpe et al., 1989), Ptf1a (*Not*I/T7; Afelik et al., 2006), Xl.45046 (*Sal*I/T7; BioScience IMAGp998J07121170Q), Xl.47239 (*Sma*I/T7; BioScience IRBHp990G0486), Xl.51509 (*Sal*I/T7; BioScience IMAGp998L11929 6Q) and Xl.57926 (*Cla*I/T7; BioScience IMAGp998C1718900Q).

### RT-PCR and real-time RT-PCR

Total RNA from whole embryos and explants was isolated using the peqGOLD Trifast reagent (peQlab) and reverse transcribed by the use of random hexamer oligonucleotides (Invitrogen) and MuLV reverse transcriptase (Roche). The following oligonucleotides were used for target amplification in RT-PCR: injected CYP26a1 (GTCGACCTGTGGATCCAAAGA/GATGCGTCTTGTAGATGCGAC); endogenous CYP26a1 (CCCGGAGATTCCTCGAGGTT/GACACCACGACCAAGACCCG); Darmin (GGTTACCGATTACTTGGAGG/AGCATCATCTGGTCCACCAA); Fzd4s (CATCAGGATCACCATGTGCCAG/GAAAGTAAACCCCCTGTGCTGAG); Glucagon (AGAATTTATTGAGTGGTTGA/ATCGGCATGTCTTCTGTCC); H4 (CGGGATAACATTCAGGGTATCACT/ATCCATGGCGGTAACTGTCTTCCT); injected HNF1β (CG GGGACATGTGCAAGTTCT/CAAGCTACTTGTTCTTTTTGC); HNF1β (AAAGGGCAGAAGT GGACAGG/ATGCAGCACGTTTTTGGGTC); Hnf4α (AGACTCCCCAACCATCTCCA/CGCTTTCCCAAAGAGGCAAC); Insulin (ATGGCTCTATGGATGCAGTG/AGAGAACATGTGCTGT GGCA); Odc (GCCATTGTGAAGACTCTCTCCATTC/TTCGGGTGATTCCTTGCCAC); Pdx1 (GTCCTCCAGACATCTCACCG/AGCATGACTGCCAGCTCTAC); Pdia2 (GGAGGAAAGAGG GACCAA/GCGCCAGGGCAAAAGTG); Ptf1a (GTTGTCAGAACGGCCAAAGT/GGTACCGAGTGGAACCAAAG); and Sox17α (CAAGAGACTGGCACAGCAGA/CTGCTTGGGGTTCCCTGTAG). Oligonucleotides that were different for real-time PCR were as follows: Pdx1 (GTCCTCCAGACATCTCA CCG/AGCATGACTGCCAGCTCTAC) and Ptf1a (GGTACAGTCCGATCTGCCGC/GGAGTCCAC ACTTTGGCCGT). The iQ SYBR Green Supermix (Bio-Rad) and the iCycler iQ detection system (Bio-Rad) were used for measurements. Relative expression was calculated by normalising to the expression levels of Odc. Both RT- and real-time RT-PCR were done for at least two independent biological replicates. Error bars result from the standard error of the mean (s.e.m.).

### Library preparation for RNA sequencing

Library preparation for RNA sequencing was performed using the TruSeq Stranded Total RNA with Ribo-Zero Gold kit removing both cytoplasmic and mitochondrial rRNA (Illumina, Cat. No. RS-122-2201). RNA samples from two independent experiments with ∼50 explants for each condition and ∼200 ng of total RNA were used as starting material. Accurate quantitation of cDNA libraries was performed by using the QuantiFluor™ dsDNA System (Promega). The size range of final cDNA libraries was determined by applying the DNA 1000 chip on the Bioanalyzer 2100 from Agilent (280 bp). cDNA libraries were amplified and sequenced by using the cBot and HiSeq2000 from Illumina with 50 bp single-end chemistry.

### Data pre-processing and bioinformatics analysis

The sequence intensity images were transformed to bcl files (BaseCaller) and were demultiplexed to fastq files with CASAVA (version 1.8.2). The quality of resulting sequence reads was checked by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Obtained sequence reads were aligned to the transcript reference sequences of *Xenopus tropicalis* (kindly provided by Michael J. Gilchrist; Gilchrist et al., 2004). Reads that could not be characterised were also aligned to selected *X. laevis* transcriptome sequences (UniGene). Alignment was performed using Bowtie2 (version 2.1.0) in local alignment mode allowing six mismatches within 50 bases (Langmead and Salzberg, 2012). Conversion of resulting alignment files, sorting, filtering of unique hits and counting were conducted with samtools (Li et al., 2009). Read count data were analysed in the R/Bioconductor environment (http://www.bioconductor.org) loading edgeR (Robinson et al., 2010). Counts were normalised to trimmed mean of M-values and the dispersion was estimated. For the detection of differentially expressed genes, a test based on a generalised linear model likelihood ratio assuming negative binominal data distribution was performed via edgeR. Candidate genes were filtered to a minimum of a 2-fold change difference from the control and a FDR-corrected *P*-value of <0.05. For transcript-specific determination of Fzd4/Fzd4s abundances, the reads were aligned to the *X. laevis* genome version Xenla9.1 using the STAR alignment software (Dobin et al., 2013) allowing for two mismatches. Reads mapping to the whole *Fzd4* gene region (Fzd4/Fzd4s) and the annotated *Fzd4* intron only (Fzd4s) were counted using the bedtools coverage command (http://bedtools.readthedocs.io).

### Nanostring analysis

For the Nanostring analysis, 600 ng of total RNA from five embryos or 50 explants was used. The counts were normalised in two steps using the nSolver software (https://www.nanostring.com/products/analysis-software/nsolver). The counts were initially normalised with respect to the mean of positive control counts and then normalised to the geometric mean of the housekeeping gene encoding ornithine carboxylase (*odc*). Finally, to consider the background, the mean and 2-fold of the standard deviation of the eight negative controls were subtracted. Values less than 1 were set to 1. Data from two independent experiments (A and B) were used to calculate a mean value. Error bars indicate the s.e.m.

## Supplementary Material

Supplementary information

# Supplementary material for: Retinoic acid-induced expression of Hnf1b and Fzd4 is required for pancreas development in Xenopus laevis
**Source:** Development. 2018 Jun 8;145(12):dev161372. doi: 10.1242/dev.161372
**Supplement:** Supplementary information

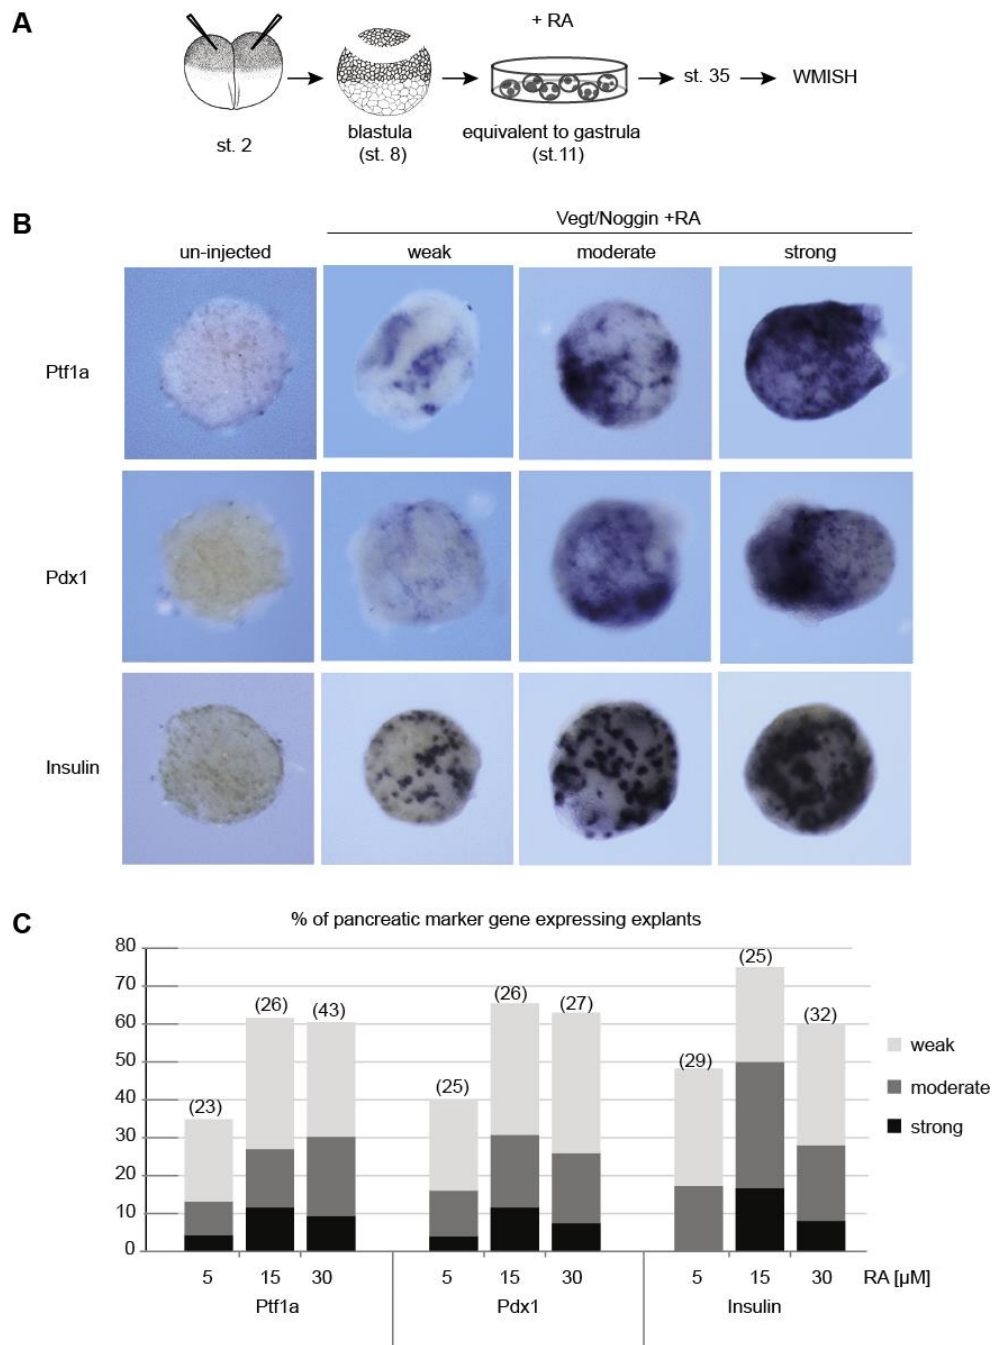

Fig. S1. Distribution of pancreatic cells in programmed explants

(A) Co-injection of *vegt* and *noggin* mRNAs into the animal pole of two cell stage embryos. Explants were treated with three different concentrations of RA (5, 15 and 30 μM) at the equivalent of stage 11 for 1h and used for WMISH at the equivalent of stage 35. (B) Different categories according to the intensity of pancreatic marker gene expression are presented. (C) Diagram reflecting the percentage of explants positive for pancreatic marker gene expression in the different categories. The total number of explants analyzed is indicated in brackets.

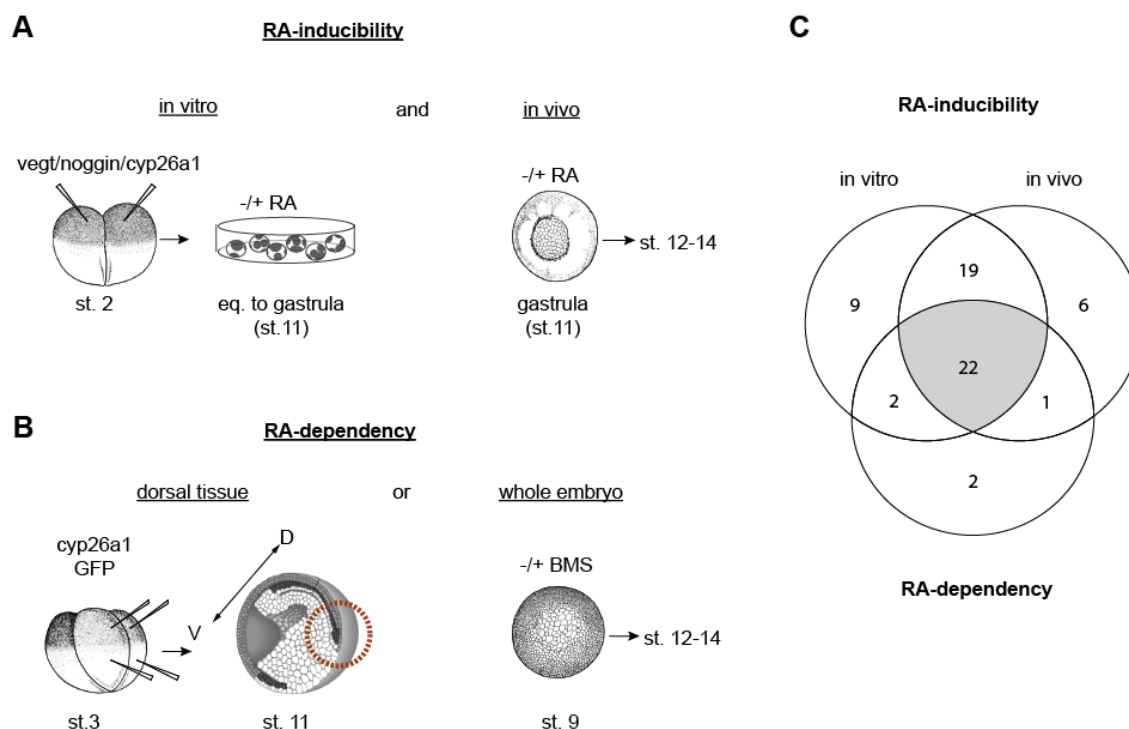

Fig. S2. Verification of RA-responsiveness

(A) Ectodermal explants from *veg1/nog/cyp26a1*-injected embryos (*in vitro*) or whole embryos (*in vivo*) were treated with RA or left untreated. Analysis of candidate gene expression was by use of the Nanostring technology. (B) RA-signalling was either impaired by Cyp26a1 RNA injection into the two dorsal blastomers at the four-cell stage and dorsal tissue dissected at stage 11 (red dotted line), or whole embryos were treated with BMS453 from stage 9 to 12/14 and analyzed using Nanostring. (C) Venn diagram illustrating the number of genes verified for their RA-inducibility *in vitro* and *in vivo* as well as for their RA-dependence *in vivo*.

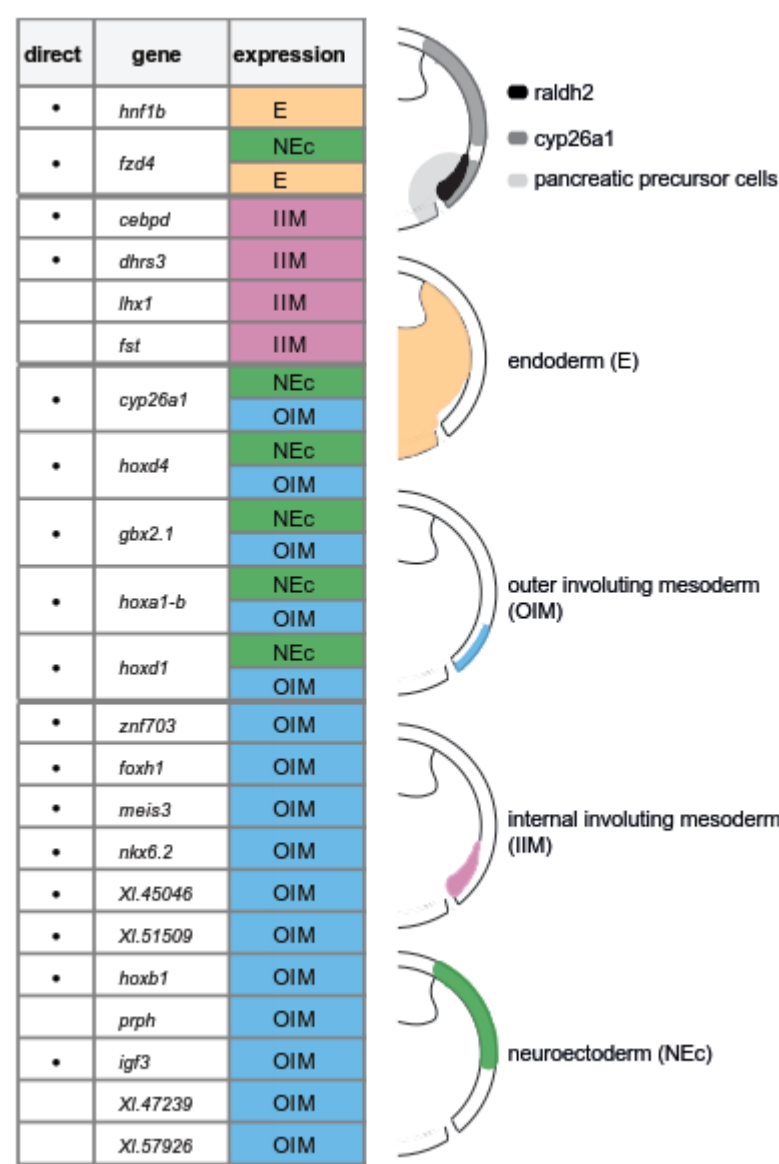

Fig. S3. Expression characteristics of RA-responsive genes at gastrula stage

Schematic overview for the expression patterns of 22 RA-responsive genes by WMISH in gastrula stage embryos. Candidate genes were grouped according to their expression domains. Dots indicate direct RA-target genes. The upmost scheme describes the expression domains of Raldh2 (RA generating enzyme), Cyp26a1 (RA-degrading enzyme) and the localization of prospective pancreatic progenitor cells. The color code reflects expression domains as indicated.

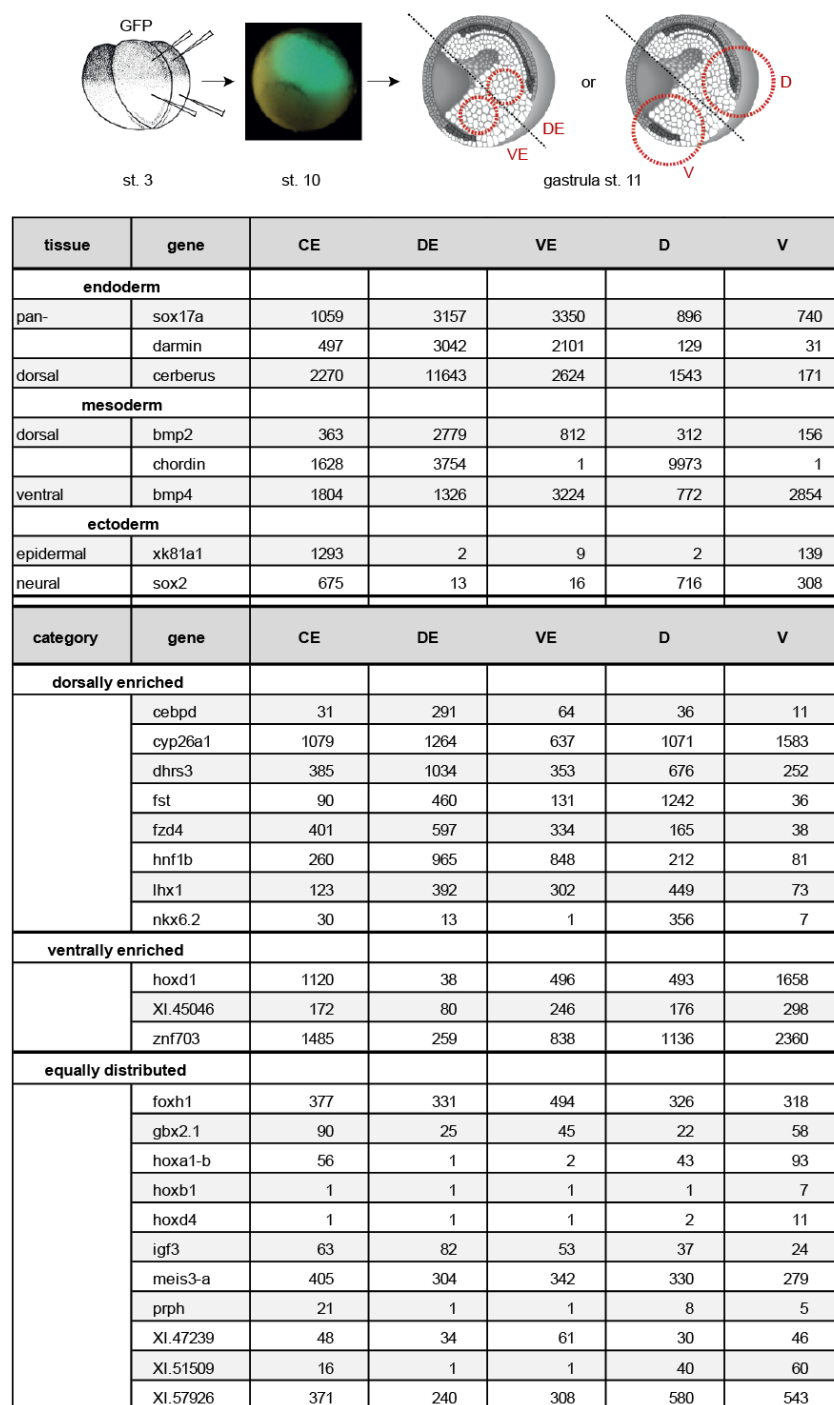

Fig. S4. Nanostring analysis for the spatial expression characteristics of RA-responsive genes at gastrula stage

Four-cell stage embryos were injected into the two dorsal blastomeres with GFP mRNA. At stage 10, embryos exhibiting a GFP signal on the dorsal side were selected for further cultivation. At stage 11, either dorsal and ventral endoderm or the whole tissue surrounding the dorsal blastoporus and the corresponding ventral tissue were dissected. Nanostring counts are mean values from two independent experiments. DE = dorsal endoderm, VE = ventral endoderm, D = dorsal part, V = ventral part

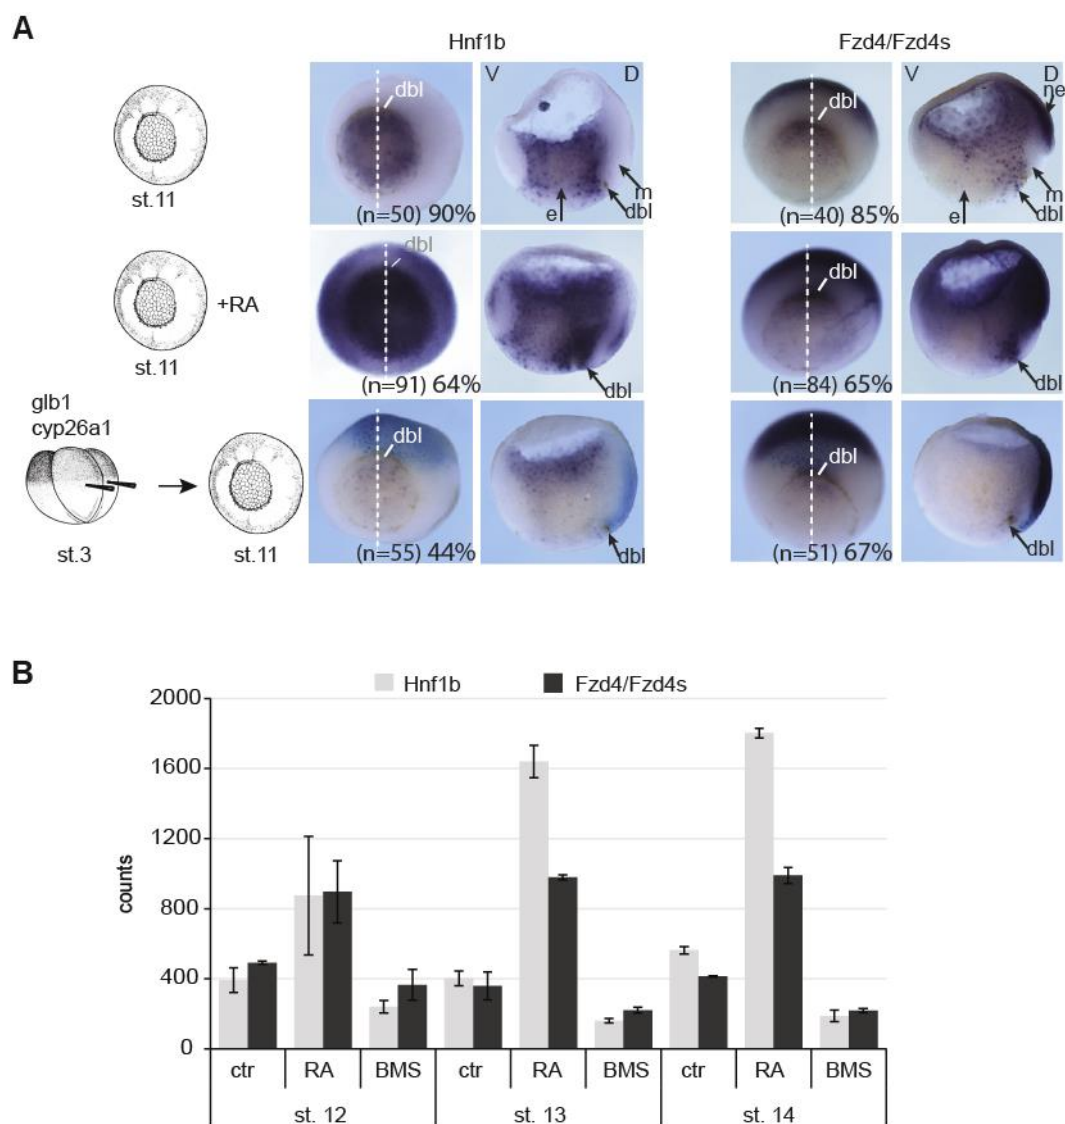

Fig. S5. Embryonic expression of Hnf1 β and Fzd4 is RA-dependent

(A) WMISH for Hnf1 β and Fzd4 at gastrula stage in untreated, RA-treated and *cyp26a1*-injected embryos. Images on the left display whole embryos (dorsal side up) and images on the right show bisected embryos (dorsal side on the right). dbl, dorsal blastopore lip; e, endoderm; m, mesoderm; ne, neuro-ectoderm. (B) Nanostring analysis of untreated, RA- and BMS-treated embryos collected at indicates stages.

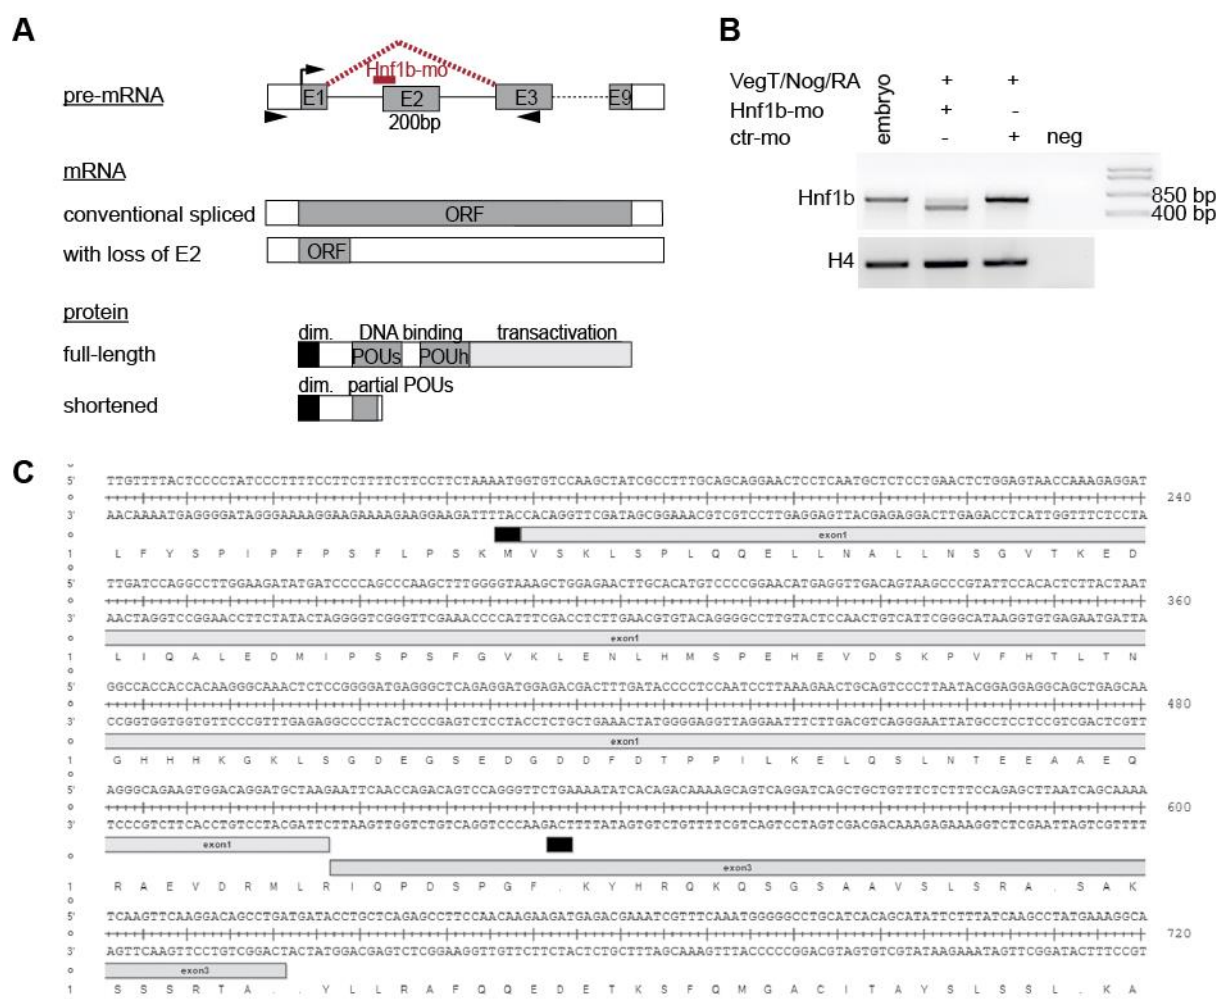

Fig. S6. Specificity of the Hnf1 β morpholino antisense oligonucleotide

(A) The Hnf1 β morpholino antisense oligonucleotide (Hnf1b-mo) targets the intron1/exon2 boundary (E1/E2) of the Hnf1 β pre-mRNA, resulting in the loss of exon 2, leading to a shortened open reading frame (ORF) lacking functional DNA-binding domains (POU_s and POU_h) and also lacking the transactivation domain. (B) The specificity of the Morpholino was tested in the explant system. RT-PCR with oligonucleotides bind to exon 1 and exon 3. A smaller Hnf1 β amplicon is detected in the presence of the morpholino. (C) Sequence analysis of the shorter Hnf1 β amplicon upon Hnf1b-mo application confirms the loss of exon 2.

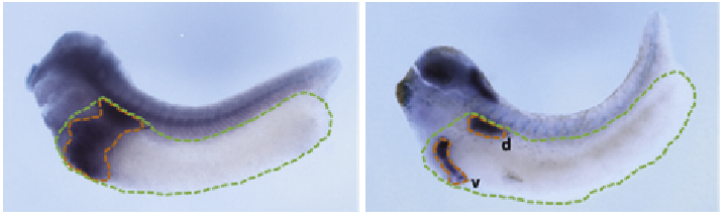

replicates	% pdx1 domain in the endoderm		replicates	% ptf1a domain in the endoderm					
	control	hnf1b		control			hnf1b		
				d	v	d+v	d	v	d+v
A	12.53	17.16	A	1.69	1.67	3.36	2.33	1.97	4.30
	16.73	21.40		1.52	1.61	3.13	2.64	1.74	4.39
	14.21	19.05		2.60	2.00	4.60	4.89	8.30	13.19
	17.20	14.84		1.43	1.27	2.69	3.50	1.82	5.31
	11.74	13.68		1.13	2.42	3.55	3.28	3.81	7.09
	10.11	20.14		0.40	1.29	1.68	1.84	3.67	5.51
	10.21	12.70		4.25	2.75	7.00	2.65	1.72	4.37
	10.68	17.27		1.33	1.95	3.29	2.71	0.00	2.71
	8.11	13.95		1.56	1.28	2.83	1.51	0.00	1.51
	12.28	9.31		2.63	1.81	4.45	0.97	2.16	3.13
	9.75	14.98		1.97	0.00	1.97	1.61	0.00	1.61
	10.38	15.40		1.00	0.00	1.00	3.46	1.62	5.07
	9.47	13.82		0.77	0.26	1.03	1.85	1.32	3.17
	11.45	8.39		1.29	0.00	1.29	2.65	1.99	4.64
	4.84	11.78		0.95	0.25	1.20	3.08	1.49	4.57
	8.83	10.69		2.93	0.67	3.60	2.68	1.70	4.37
	4.54	10.90		1.46	0.53	1.99	3.08	1.98	5.06
	5.31	12.81		0.59	0.00	0.59	2.89	1.67	4.55
	6.91	9.79		1.60	0.00	1.60	2.62	3.04	5.67
	6.58	10.71		2.01	0.29	2.30	2.33	1.52	3.85
	5.67	12.66		0.87	0.00	0.87	2.94	1.91	4.85
	7.03	14.98							
	7.67	8.71							
	7.04	7.69							
B	10.15	9.80	B	3.30	0.81	4.11	2.86	1.28	4.14
	9.55	10.07		3.19	1.65	4.84	3.22	2.71	5.93
	8.88	9.70		2.09	1.57	3.65	3.73	1.86	5.59
	11.11	14.12		2.59	0.73	3.31	3.93	1.07	5.00
	9.46	12.72		3.17	0.84	4.01	3.07	1.18	4.26
	9.80	12.34		1.38	0.58	1.96	3.01	2.82	5.83
	8.54	13.45		3.05	1.03	4.08	4.89	2.41	7.30
	8.70	9.38		2.16	0.82	2.98	3.70	3.75	7.45
	9.76	14.48		3.85	1.12	4.96	3.33	1.06	4.39
	9.93	9.73		2.56	1.28	3.83	2.41	1.66	4.07
	11.92	17.79		3.11	1.20	4.31	2.62	1.13	3.75
	10.07	16.01		3.72	1.37	5.09	1.54	1.00	2.54
	12.41	20.68		2.56	2.11	4.67	3.85	2.12	5.97
	13.41	16.89		3.80	1.35	5.15	0.62	1.31	1.93
	12.70	13.64		2.56	1.87	4.43	1.34	1.78	3.12
	11.41	28.30		3.12	1.25	4.37	3.39	3.86	7.25
	10.11	11.43		3.83	2.20	6.03			
	11.88	11.43		3.07	1.55	4.62			
	13.21	12.45		3.42	1.38	4.80			
	11.70	9.95		1.29	0.94	2.23			
	4.50	9.39		1.22	1.22	2.44			
	5.94	8.76		0.90	0.78	1.68			
	3.30	11.88		0.79	0.25	1.04			
	6.18	10.42		0.36	0.97	1.33			
	8.53	8.07		1.33	0.81	2.14			
	6.25	6.13		1.01	0.76	1.77			
	5.40	5.88		1.33	0.52	1.85			
	6.70			2.59	1.32	3.91			
	4.20								
	5.88								

Fig. S7. Quantification of endodermal expression domains for Pdx1 and Ptf1a upon overexpression of Hnf1β

Area size of Pdx1 and endodermal Ptf1a expression domains (orange dotted lines) were estimated by ImageJ and the ratio to the whole endoderm (green dotted line) was calculated. A series of control and Hnf1β injected embryos from two independent experiments (A and B) is displayed.

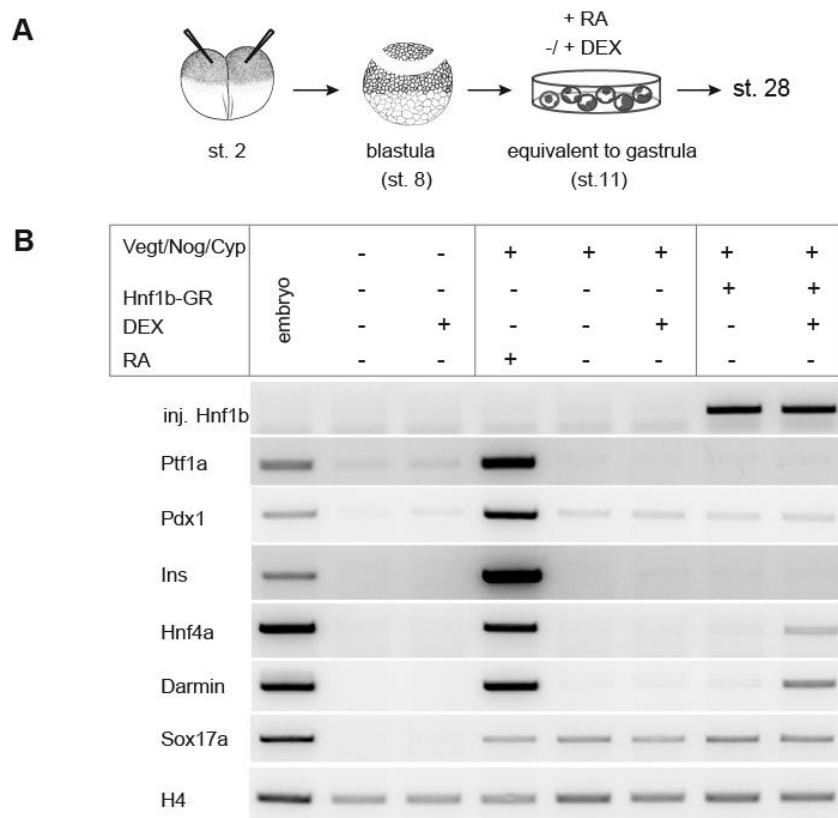

Fig. S8. Hnf1 β is not a sufficient substitute for the induction of pancreatic gene expression by RA

(A) Programmed explants were from embryos co-injected with Hnf1 β -GR RNA at the two-cell stage. Treatment with dexamethasone (DEX) and RA was at the equivalent of gastrula stage. At the equivalent of stage 28, total RNA was isolated and analyzed by RT-PCR. (B) RT-PCR analysis for pancreatic and endodermal genes as well as for the known direct Hnf1 β target Hnf4 α .

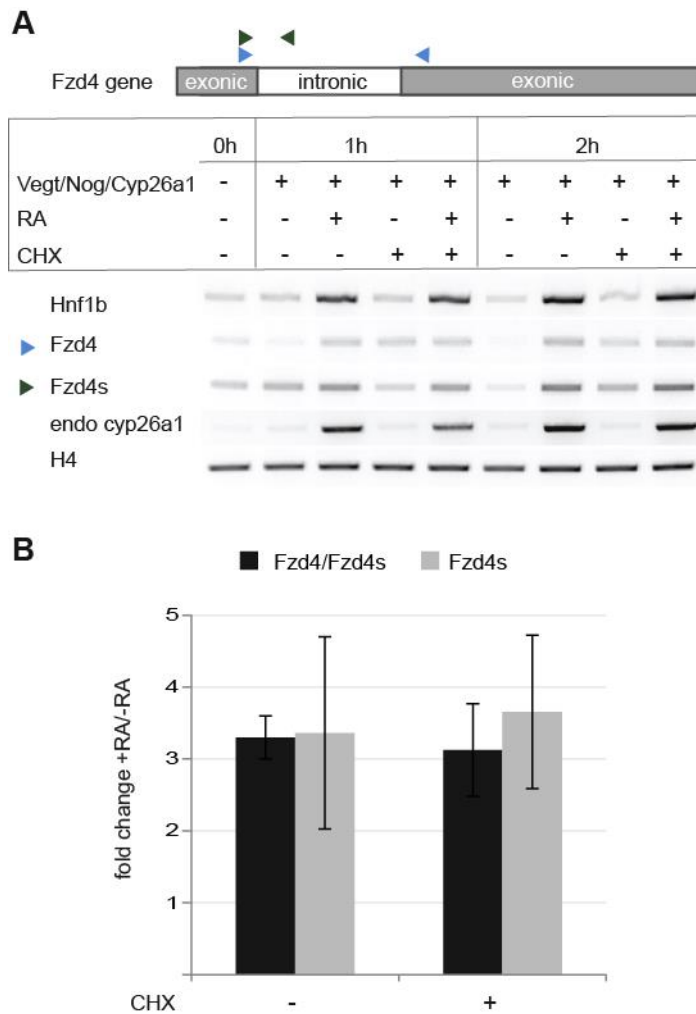

Fig. S9. Fzd4 and the splice variant Fzd4s are direct RA-target genes

(A) RT-PCR analysis with explants programmed as indicated making use of oligonucleotides distinguishing between Fzd4 and Fzd4s transcripts. (B) Transcript-specific determination of Fzd4/Fzd4s abundances. RNA sequencing reads mapping to the whole *fzd4* gene region (Fzd4/Fzd4s) and the annotated *fzd4* intron only (Fzd4s) were estimated. The fold change of transcript numbers in the absence or presence of RA is shown.

A

Cas9

WT	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
1	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
2	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
3	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
4	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
5	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
6	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
7	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
8	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
9	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
10	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC
11	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC

Cas9 + Fzd4-gRNA

WT	GAGGAGCGGC	GCTGCGACCC	CATCAGGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC	0
1	GAGGAGCGGC	GCTGCGACCC	CA--GGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC	3
2	GAGGAGCGGC	GCTGCGACCC	CA--GGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC	3
3	GAGGAGCGGC	GCTGCGACCC	CAT--GGATC	ACCATGTGCC	AGAACCTCGG	CTACAATGTC	2
4	GAGGAGNCGC	GCTGNGNCCC	CA-----	---TGTGCC	AGAACCTCGG	CTACAATGTC	12
5	GAGGAGCGGC	GCTGCGACCC	CA-----	---TGTGCC	AGAACCTCGG	CTACAATGTC	12
6	GAGGAGCGGC	GCTGCGACCC	C-----	-----	-GAACCTCGG	CTACAATGTC	20
7	GAGGAGCGGC	GCTGCGACCC	C-----	-----	-----	---ATGTC	34
8	GAGGAGCGGC	GCTGCGACCC	CAN-----	-----	-----	-----	>40
9	GAGGAGCGGC	GCTGCGASCC	C-----	-----	-----	-----	>40
10	GAGGAGCGGC	GCTGCGACYC	M-----	-----	-----	-----	>40
11	GAGGAGCGGC	GCTGCGACMC	N-----	-----	-----	-----	>40
12	GAGGAGCGGC	GCTGCGACCC	C-----	-----	-----	-----	>40

B

Cas9

WT	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
1	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
2	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
3	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
4	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
5	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
6	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
7	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
8	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC
9	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC

Cas9 + Fzd4-gRNA

WT	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
1	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
2	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
3	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
4	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
5	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
6	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
7	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
8	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
9	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0
10	ACCACACAGC	ACTTGTACAA	TGCTCAGTCT	GATCCTGATG	GGGAGCTAGG	GCTGGGCAAC	0

Fig. S10. Mutation analysis for the genomic locus of Fzd4 exon1 and the putative off-target Kremen2 in CRISPR/Cas-injected pancreatic explants

DNA sequences of (A) Fzd4 and (B) Kremen2 amplicons from CRISPR/Cas injected pancreatic explants were aligned to genomic *X. laevis* Fzd4 and Kremen2 sequences. The Fzd4-gRNA target sequence is highlighted in yellow and the number of deleted nucleotides indicated.

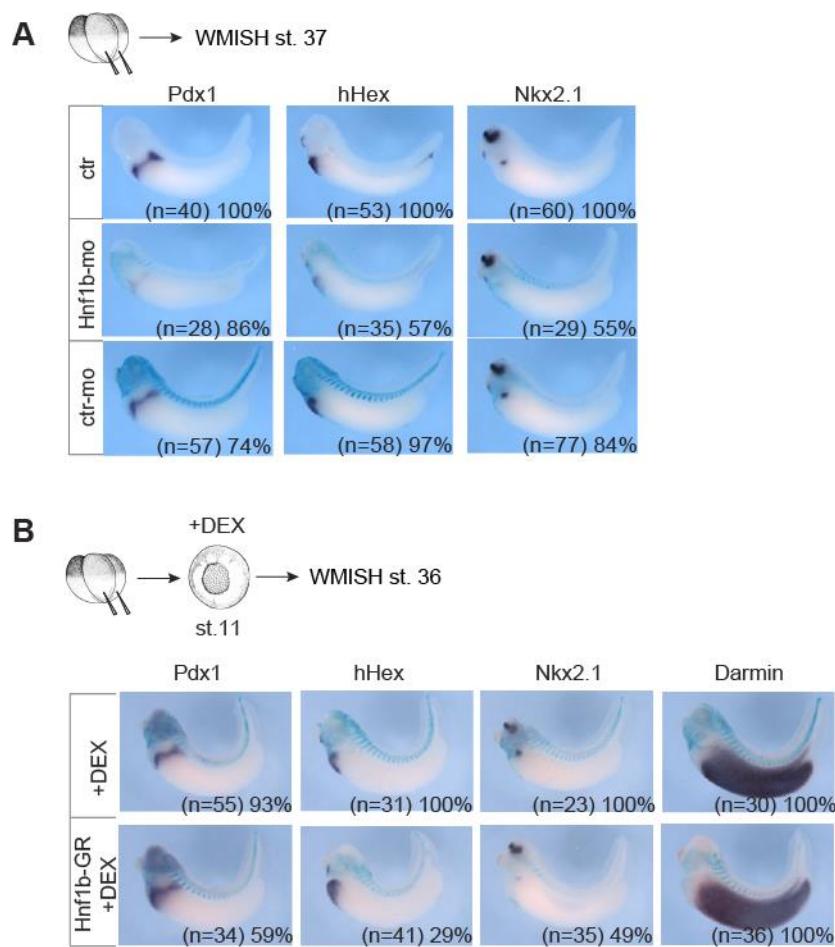

Fig. S11. Effects of Hnf1 β down- or upregulation on the expression of various endodermal organ marker genes

Four-cell stage embryos were injected with RNA encoding β -galactosidase and either (A) Hnf1 β -morpholino or control-morpholino, or (B) RNA coding for Hnf1 β -GR, vegetally into the two dorsal blastomeres. At stage 36/37 embryos were used for WMISH against Pdx1 (pancreas, duodenum), hHex (liver), Nkx2.1 (thyroid, lung) and (B) Darmin (posterior endoderm).

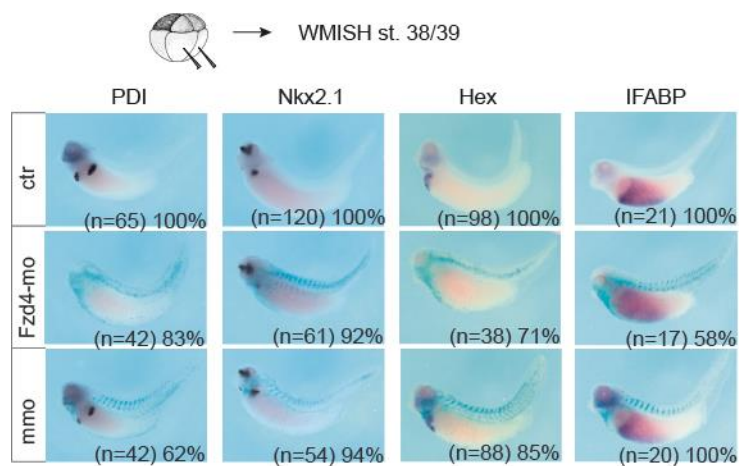

Fig. S12 Effects of Fzd4/Fzd4s downregulation on the expression of various endodermal organ marker genes

Eight-cell stage embryos were injected with RNA coding for β -galactosidase and either Fzd4/Fzd4s-morpholino or the corresponding mismatch-morpholino. At stage 38/39, embryos were used for WMISH against Pdx1 (pancreas, duodenum), hHex (liver), Nkx2.1 (thyroid, lung) and IFABP (stomach, intestine).

Table S1. Nanostring analysis with embryos and pancreatic explants

tissue	stage<br>gene/sample	17				24				32				39				43			
		CE	ctr	VNRA	VNC	CE	ctr	VNRA	VNC	CE	ctr	VNRA	VNC	CE	ctr	VNRA	VNC	CE	ctr	VNRA	VNC
Endoderm	darmin	4785	1	6032	1	20699	1	17162	459	32301	2	14519	1747	21567	1	8050	265	4205	2	307	230
	sox17a-a	716	1	362	925	529	8	28	141	88	6	104	50	79	1	158	37	75	1	170	46
	sox17b	375	1	20	119	115	1	1	1	3	1	1	1	1	1	3	1	1	1	1	1
Mesoderm	t-a/b	1208	22	517	1164	392	88	260	300	118	85	157	193	49	34	110	98	24	72	80	101
	chrd	3489	25	9326	22713	1251	21	1629	2483	260	33	627	1007	161	35	249	363	57	21	47	123
	ventx2.1-b	1386	5843	208	1526	1045	1699	72	237	290	325	5	129	49	4	7	55	1	11	2	104
Neuronal<br>Ectoderm	sox1	84	40	23	35	177	119	48	27	163	194	54	160	135	96	29	180	106	90	16	61
	sox2	1935	169	1939	2836	2843	243	1172	2038	2296	196	2025	3688	2652	173	2411	5225	2885	640	1956	4104
	sox3	2582	715	976	1899	2297	178	248	770	1254	169	453	986	1130	146	184	812	842	322	67	488
Pancreas<br>Progenitor	ptf1a-a/b	19	32	14	14	25	67	340	6	190	127	2257	37	288	60	3581	1	279	109	2210	11
	pdx1	1	1	2	1	1	1	705	1	65	8	2549	5	117	1	2331	1	113	4	960	1
Pancreas<br>Differentiation	ins-a	1	2	1	1	2	2	1886	1	51	4	14459	3	238	1	36320	1	895	1	29702	1
	ins-b	1	12	1	4	6	11	1028	1	52	20	10442	5	185	9	29422	1	918	18	22248	1
	pdia	65	194	67	142	167	649	136	98	151	1010	273	127	271	753	4018	120	2132	757	21802	130
	amy2a/b	45	153	98	140	95	496	111	76	84	650	80	92	93	309	106	69	381	370	4300	99
	tm4sf3	1	6	10	7	16	35	4	2	13	71	1	1	21	14	82	1	1807	37	3405	4
Lung<br>Differentiation	sftpc	1	36	36	18	17	122	12	7	11	100	12	9	99	88	4	1	6262	126	23	34
RA signaling	cyp26a1	985	159	3038	633	852	311	832	742	955	337	889	604	799	57	207	169	694	151	58	101
	aldh1a2 (raldh2)	2088	13	270	1161	769	12	63	131	482	40	454	108	982	39	719	265	2103	131	1028	1124
	crabp2	5599	36	5065	13005	3273	128	2968	7701	2154	136	2988	4389	2264	65	3064	5215	1452	307	2038	5064
Housekeeping	odc	27372	27377	27375	27377	27365	27377	27371	27370	27353	27365	27361	27378	27364	27365	27350	27346	27342	27371	27366	27366
	actb	8.E+04	2.E+05	9.E+04	1.E+05	2.E+05	7.E+05	2.E+05	1.E+05	2.E+05	1.E+06	2.E+05	1.E+05	2.E+05	7.E+05	1.E+05	1.E+05	2.E+05	6.E+05	2.E+05	2.E+05
	g6pd	266	360	190	305	405	408	341	248	535	803	385	307	867	943	515	369	1551	3238	1194	977
	gapdh	485	169	5928	3112	2568	514	14505	8464	5916	4905	26893	17797	10729	22256	40000	26378	10120	41337	24386	22134

Normalized Nanostring counts are shown as mean values from two independent experiments. CE=whole embryo, ctr=unprogrammed explant, VNRA=pancreatic explants programmed with with VegT/Noggin/RA, VNC=VegT/Nog-programmed explant with co-injected CYP26a1

Table S2. RNA-sequencing data two hours after RA-addition in the absence of CHX.

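The 96 genes of Table S2 were all among the 22495 sequences tested, and each of them changed in the direction of the table in both experiments, 92 higher and 4 lower. The 4 lower genes were *pdgfb*, which encodes a growth factor (-1.56), *twist1*, a mesoderm and neural crest factor (-1.18), Xl.13572 (-1.06) and Xl.85251 (-1.06). None of the 4 was called by limma-trend on 8 libraries, with or without the block term, while all 96 genes were called in some setting. Called by limma-trend were *dhrs3*, *dusp6*, *hnf1b*, *hoxa1*, *hoxa2* and Xetrov72013162, which the table prints under a UniGene name, and the other 90 genes were not. With the experiment as a block term 30 genes of the table were called. These added the Hox genes *hoxa3*, *hoxa5* and *hoxd1*, the FGF pathway genes *dusp5*, *fgf16* and *fgfr4*, the transcription factor genes *bhlhe40*, *meis3*, *nkx6-2* and *nr2f5*, the signalling genes *rgs2*, *s1pr5* and *hunk*, and *cyp26a1*. Also added were Xetrov72011149, Xl.15091, Xl.16263, Xl.45046, Xl.4906, Xl.58101, Xl.6091, Xl.70850, Xl.84363 and Xl.9874, and 66 genes were not called. The genes were picked by the authors on these libraries. As a set they were higher with RA (median 1.45; with an estimated correlation camera adjusted p = 0.000291), and 89 of them higher and 4 lower when adjusted over the list alone, which is not independent evidence.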

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	- RA		+ RA	
							A	B	A	B
1	<i>mesp2</i>				4.80	0.11%	1	1	138	10
2	<i>hoxa1</i>	BC080895,NM_001008016	homeodomain transcription factor	XI.23512,XI.283	4.72	0.00%	70	24	1295	1129
3	<i>hoxa2</i>	CU025162	homeodomain transcription factor	XI.12098,XI.751	4.45	0.00%	18	9	334	276
4	<i>XI.8753</i>			XI.8753	4.02	0.00%	2	4	64	65
5	<i>mespa</i>	CR848619,NM_001045719, BC157312	transcription factor	XI.55,XI.54	3.96	0.17%	89	96	3066	248
6	<i>hoxa3</i>	NM_001127429,BC166398	homeodomain transcription factor	XI.9439	3.71	0.00%	18	6	153	173
7	<i>XI.15091</i>			XI.15091	3.65	0.00%	11	16	224	157
8	<i>dup6</i>	NM_001045578,CR848381, BC118778,BC135306	MAP kinase phosphatase	XI.31935,XI.49155,XI.529 35,XI.80026	3.09	0.00%	619	512	6084	3726
9	<i>znf703</i>	NM_001030507,BC093467	Zn-finger	XI.1529,XI.23634,XI.6997 3	2.95	0.00%	1013	263	4168	4062
10	<i>XI.9874</i>			XI.9874	2.87	0.00%	18	35	160	240
11	<i>hoxa5</i>	BC088772,NM_001011405	homeodomain transcription factor	XI.58357	2.86	0.00%	29	35	226	252
12	<i>dhrs3</i>	NM_001008431,CR848157, BC080136,CR761999		XI.77868,XI.59231,XI.830 90	2.85	0.00%	1015	1453	8872	8548
13	<i>cebpd</i>	NM_001030414,CR942782, BC091029	basic-leucine zipper (bZIP) transcription factor	XI.29876,XI.25857,XI.815 00	2.82	0.00%	38	24	158	238
14	<i>s1pr5</i>	BC161459,NM_001127068		XI.75787,XI.9971	2.75	0.03%	82	43	390	481
15	<i>hoxb4</i>	BC090114,BC161550,NM_001123015	Transcription factor zerknüllt and related HOX domain proteins	XI.54392,XI.49715,XI.723 33	2.70	0.00%	51	14	192	200
16	<i>cyp26a1</i>	NM_001016147,CR761993, BC171087,BC167271	retinoic acid hydroxylase	XI.50113,XI.456	2.65	0.00%	3148	3665	18022	26048
17	<i>nodal1</i>	BC171037,CR761456,NM_001016321	transforming growth factor beta and bone morphogenetic	XI.1037,XI.85704	2.55	0.04%	21	35	240	75

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	- RA		+ RA	
							A	B	A	B
			protein related protein							
18	<i>Xl.67202</i>			Xl.67202	2.49	0.04%	37	22	154	193
19	<i>hnf1b</i>	CR760425,XM_002939634,<br>XM_002939633	homeodomain transcription<br>factor	Xl.65135,Xl.12667	2.47	0.00%	518	518	2808	2942
20	<i>hoxd1</i>	CR760220,NM_001016678,<br>BC170965,BC170961,BC16<br>0395	homeodomain transcription<br>factor	Xl.53491,Xl.11612,Xl.762<br>94	2.42	0.00%	1020	306	3243	3015
21	<i>sox9</i>	NM_001016853,CR855424	HMG-box transcription factor	Xl.28992,Xl.1690,Xl.8206<br>8	2.36	0.00%	51	29	157	270
22	<i>Xl.82687</i>			Xl.82687	2.35	0.00%	12	13	39	103
23	<i>bhlhe40</i>	BC168818,BC169139,XM_<br>002938312,BC154864,BC1<br>22074	basic helix-loop-helix (bHLH)<br>transcription factor, circadian<br>regulator	Xl.19778,Xl.26256	2.31	0.00%	79	76	399	375
24	<i>prph</i>	NM_001001235,BC067967	intermediate filament	Xl.27,Xl.16232	2.23	4.01%	9	7	11	93
25	<i>nkx6-2</i>	CT010540,XM_002937790	homeodomain transcription<br>factor	Xl.55860,Xl.49827	2.13	0.00%	111	203	419	1028
26	<i>Xl.45046</i>			Xl.45046	2.13	0.00%	82	42	268	267
27	<i>rgs2</i>	BC091089,NM_001030451		Xl.49812,Xl.76046,Xl.855<br>82	2.11	0.00%	52	26	234	111
28	<i>mespb</i>	NM_001016653,CR760340	transcription factor	Xl.51050,Xl.81675	2.08	4.27%	583	240	4138	453
29	<i>nr2f5</i>	XM_002938463	hormone receptor	Xl.1157,Xl.13423,Xl.8191<br>7,Xl.83500	2.07	0.00%	28	28	149	97
30	<i>neurog2</i>	XM_002934243	basic helix-loop-helix<br>transcription factor	Xl.369,Xl.370,Xl.79613	2.05	0.04%	35	8	102	62
31	<i>trib1</i>	XM_002938661		Xl.75411,Xl.81850	2.03	0.88%	13	16	46	83
32	<i>Xl.84363</i>			Xl.84363	1.94	0.00%	37	38	158	137
33	<i>fst</i>	NM_001008056,BC080943	activin and bmp7 antagonist,<br>also antagonizes bmp2/4 but<br>less effectively	Xl.1094,Xl.75880,Xl.7934<br>2,Xl.83742	1.94	3.02%	131	974	1323	1718
34	<i>Xl.58101</i>			Xl.58101	1.88	0.00%	98	170	508	462

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	- RA		+ RA	
							A	B	A	B
35	<i>c10orf140</i>	NM_001126649,BC159015,<br>BC159046		XI.52870,XI.80054	1.84	0.00%	119	59	294	340
36	<i>cxcr7</i>	NM_001030434,BC091057	glycoprotein hormone receptor	XI.15037	1.84	0.01%	216	466	1409	817
37	<i>Xetrov72011149</i>				1.83	0.00%	28	29	94	111
38	<i>XI.51509</i>			XI.51509	1.82	0.11%	35	17	90	87
39	<i>XI.6091</i>			XI.6091	1.80	0.00%	32	21	109	81
40	<i>XI.4906</i>			XI.4906	1.63	0.00%	289	329	891	1022
41	<i>hunk</i>	NM_001127077,BC161479		XI.24322,XI.12483,XI.830<br>64	1.61	0.00%	449	355	1193	1254
42	<i>tmem72</i>	BC158380,XM_002939555		XI.17444	1.59	0.10%	38	24	97	87
43	<i>XI.16263</i>			XI.16263	1.51	0.00%	146	92	403	274
44	<i>txnip</i>	XM_002938464,BC121658		XI.77253,XI.13359,XI.573<br>71,XI.76363,XI.78726	1.50	0.00%	123	111	470	224
45	<i>nodal2</i>	XM_002932721	transforming growth factor beta<br>and bone morphogenetic<br>protein related protein	XI.1038	1.49	0.33%	88	279	506	412
46	<i>foxh1</i>	CR761447,NM_001017084	winged helix transcription factor	XI.381	1.47	0.68%	70	66	183	200
47	<i>kiaa0182</i>	XM_002936097,BC125792		XI.78028,XI.1433,XI.7827<br>6	1.47	0.00%	290	169	553	706
48	<i>meis3</i>	CR760178,BC075589,NM_<br>001006781	homeodomain transcription<br>factor	XI.23066,XI.452,XI.80020,<br>XI.82977	1.46	0.00%	2458	1457	5909	4590
49	<i>XI.71159</i>			XI.71159	1.45	0.00%	160	153	556	316
50	<i>znf503</i>	BC124040,NM_001079230	zinc finger, C2H2 type	XI.60819,XI.80579	1.44	0.00%	437	380	926	1324
51	<i>myc</i>	BC064880,NM_204059,CR<br>761143		XI.826,XI.1155	1.43	0.00%	1447	527	2915	1943
52	<i>igf3</i>	BC161167,CR848377,NM_<br>001126946		XI.12078,XI.78527	1.43	0.00%	49	35	122	107
53	<i>fgf16</i>	XM_002931813	heparin-binding growth factor		1.42	0.00%	289	322	893	746
54	<i>XI.74263</i>			XI.74263	1.42	0.01%	153	82	262	339

no.	symbol	accession	gene function	UnigenelD_XL	log2FC<br>+RA/-RA	FDR	- RA		+ RA	
							A	B	A	B
55	<i>tdgf1p2</i>	XM_002940604	EGF-like growth factor	XI.15503,XI.51406	1.41	0.10%	32	42	112	88
56	<i>gbx2.1</i>	XM_002932000,XM_002932001	homeodomain transcription factor	XI.77345	1.41	0.08%	74	53	169	166
57	<i>cdx4</i>	AF417199,CT030483,BC167866,NM_204086,BC170869,BC170865	homeodomain transcription factor	XI.26888	1.39	0.03%	2515	1094	6302	3014
58	<i>XI.57027</i>			XI.57027	1.38	0.10%	29	34	78	88
59	<i>XI.80298</i>			XI.80298	1.38	0.21%	47	32	106	99
60	<i>Xetrov72036339</i>				1.36	0.00%	108	135	213	440
61	<i>Xetrov72039973</i>				1.35	3.33%	27	31	63	88
62	<i>gadd45a</i>	NM_001016151,BC167898,BC121532,CR761969	40S ribosomal protein S12	XI.79095,XI.71159,XI.81981	1.33	0.22%	1216	1180	4394	1907
63	<i>stox1</i>	XM_002936869	Conserved protein Knockout	,XI.15086	1.32	0.02%	1164	668	1955	2459
64	<i>fzd4</i>	XM_002936543	transmembrane receptor in the wnt signalling pathway	XI.460,XI.53888	1.32	0.00%	681	503	1365	1581
65	<i>hoxa4</i>		homeodomain transcription factor		1.32	0.72%	163	85	318	286
66	<i>XI.68408</i>			XI.68408	1.31	1.33%	35	45	59	151
67	<i>dusp5</i>	BC090366,NM_001015856	MAP kinase phosphatase	XI.79939,XI.15374	1.26	0.11%	799	620	1677	1690
68	<i>XI.80297</i>			XI.80297	1.26	0.45%	213	316	813	440
69	<i>tril</i>	XM_002933390		XI.73400,XI.78580	1.26	0.00%	821	401	1596	1160
70	<i>XI.57926</i>			XI.57926	1.24	0.03%	867	751	2007	1811
71	<i>erf</i>	NM_001015821,BC090103	transcription factor	XI.41820,XI.47734,XI.78801	1.22	2.07%	691	307	961	1174
72	<i>XI.70850</i>			XI.70850	1.21	0.00%	81	121	176	298
73	<i>lhx1</i>	NM_001100228,BC135731	LIM and homeodomain containing transcription factor	XI.32655,XI.79655,XI.81258,XI.82262	1.19	0.18%	2515	4358	8329	6707
74	<i>hoxd4</i>	XM_002935672,XM_002935673	homeodomain transcription factor	XI.34346,XI.85858	1.17	4.14%	60	65	91	207

no.	symbol	accession	gene function	UnigenelD_XL	log2FC<br>+RA/-RA	FDR	- RA		+ RA	
							A	B	A	B
75	<i>fhdc1</i>	CR942785,XM_002933493			1.17	0.07%	897	632	1490	1885
76	<i>rgs14</i>	XM_002938062		XI.14836	1.15	0.64%	48	54	88	142
77	<i>kirrel2</i>	NM_001142126,BC168130	Immunoglobulin C-2<br>Type/fibronectin type III<br>domains	XI.76492,XI.60720,XI.764<br>86,XI.81573	1.11	1.50%	541	706	1333	1350
78	<i>pim1</i>	NM_001008131,BC081340,<br>CR760428		XI.48564,XI.68517,XI.785<br>42	1.11	0.30%	1575	1405	4311	2312
79	<i>dact1</i>	BC080457,CR761983,NM_<br>001007949	antagonist of beta-catenin and<br>c-jun N-terminal kinase<br>signalling	XI.7602,XI.19185	1.11	0.05%	3586	2838	8553	5424
80	<i>XI.47239</i>			XI.47239	1.10	0.07%	126	96	264	211
81	<i>rara</i>	NM_001171194,CT025407	transcription factor, steroid<br>receptor class	XI.158,XI.57139	1.09	1.03%	250	162	387	472
82	<i>pkdccc.1</i>	BC168090,NM_001142110		XI.80884,XI.55752,XI.595<br>89	1.07	0.98%	774	1264	2368	1864
83	<i>mx1</i>	NM_001008128,CR942348,<br>BC081336	transcription factor	XI.50498	1.05	1.27%	286	218	398	635
84	<i>cass4</i>	XM_002942273	p53-interacting protein<br>53BP/ASPP, contains ankyrin<br>and SH3 domains	XI.22909	1.04	0.51%	258	324	507	700
85	<i>XI.79790</i>			XI.79790	1.04	2.54%	29	38	41	103
86	<i>XI.82247</i>			XI.82247	1.03	0.62%	213	190	459	371
87	<i>fgfr4</i>	CR761450,NM_001016323,<br>BC170953,BC170565,BC16<br>1582	receptor tyrosine kinase	XI.1008,XI.1016	1.02	0.00%	2621	2113	5280	4345
88	<i>slc38a8</i>	CR760593,NM_001044435		XI.70342,XI.78242	1.02	1.11%	550	803	1420	1269
89	<i>hey1</i>	CR760684,NM_001007910,<br>BC080349	helix-loop-helix transcription<br>factor/transcriptional repressor	XI.469,XI.7544,XI.76323	1.02	0.02%	185	162	396	311
90	<i>hoxb3</i>	CR848404,BC135406,NM_<br>001015971	homeodomain transcription<br>factor	XI.79878,XI.80826	1.02	0.09%	117	92	193	230
91	<i>mn1</i>	NM_001100202,BC135419	Chitinase	XI.57334,XI.69093,XI.828	1.01	0.98%	598	499	1198	1017

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	- RA		+ RA	
							A	B	A	B
				18						
92	<i>spry2</i>	AY714335,BC064204,NM_001006931,CR761255	regulation of signal transduction	XI.11964,XI.11965	1.01	0.99%	1781	1675	3743	3226
93	<i>XI.85251</i>			XI.85251	-1.06	0.75%	85	80	43	35
94	<i>XI.13572</i>			XI.13572	-1.06	0.47%	130	112	56	59
95	<i>twist1</i>	NM_204084,BK006266,BC074558,CR760828,AF176819	transcription factor	XI.879,XI.23366,XI.68451,XI.82751,XI.84873	-1.17	1.23%	217	260	101	108
96	<i>pdgfb</i>	XM_002933750	growth factor	XI.14185,XI.13630	-1.59	0.00%	218	252	102	61

Normalized number of mapped reads in the presence and absence of RA for two independent experiments (A and B). Genes marked with an asterisk (*) could not been analyzed by Nanostring.

Table S3. RNA-sequencing data two hours after RA-addition in the presence of CHX.

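Of the 61 genes of Table S3, 60 were higher with RA in the presence of CHX in both experiments. *twist1* (-1.08) was lower in both; it was not called by limma-trend and was called by the likelihood ratio test with the block term. Called by limma-trend were *dhrs3*, *hoxa1* and *hoxa2*, and the other 58 genes were not. With the experiment as a block term 16 genes of the table were called. These added *hoxa3*, *hoxa5*, *hoxb1* and *hoxb4*, *bhlhe40*, *cyp26a1*, *dusp6*, *gbx2.1*, *hnf1b*, *rgs2*, Xl.15091, Xl.45046 and Xl.9874, and 45 genes were not called. The 14 genes that only Table S3 lists had a median log2 fold change of 1.85 with CHX and 1.16 without it, all of them above 0 in both comparisons, and in CHX without RA their median log2 fold change was -0.32. The genes were picked by the authors on these libraries. As a set they were higher (median 1.83; with an estimated correlation camera adjusted p = 0.000582), and 55 of them higher and 1 lower when adjusted over the list alone, which is not independent evidence.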

no.	symbol	accession	gene function	UnigenelD_XL	log2FC<br>+RA/-RA	FDR	-RA +CHX		+RA +CHX	
							A	B	A	B
1	<i>hoxa1</i>	BC080895,NM_001008016	homeodomain transcription factor	XI.23512,XI.283	4.82	0.00%	53	52	1352	1639
2	<i>hoxa3</i>	NM_001127429,BC166398	homeodomain transcription factor	XI.9439	4.64	0.00%	9	7	167	286
3	<i>hoxa2</i>	CU025162	homeodomain transcription factor	XI.12098,XI.751	3.82	0.00%	21	21	314	304
4	<i>hoxb4</i>	BC090114,BC161550,NM_001123015	Transcription factor zerknullt and related HOX domain proteins	XI.54392,XI.49715,XI.72333	3.68	0.00%	27	14	216	286
5	<i>foxi4.2</i>	BC158378,NM_203934,BC064241,CR761756	forkhead domain transcription factor	XI.5369,XI.34912	3.42	4.51%	140	14	658	512
6	<i>hoxb1</i>	XM_002938017	homeodomain transcription factor	XI.85422	3.27	0.00%	11	12	130	102
7	<i>XI.78389</i>			XI.78389	3.25	4.90%	61	10	271	245
8	<i>XI.15091</i>			XI.15091	3.07	0.00%	13	5	84	76
9	<i>hoxa5</i>	BC088772,NM_001011405	homeodomain transcription factor	XI.58357	3.02	0.00%	29	43	209	403
10	<i>XI.67202</i>			XI.67202	2.72	0.01%	26	58	220	338
11	<i>cyp26c1</i>	XM_002939091	electron transport	XI.82105,XI.1946,XI.41946	2.72	0.00%	6	9	51	58
12	<i>znf703</i>	NM_001030507,BC093467	Zn-finger	XI.1529,XI.23634,XI.69973	2.71	0.01%	1404	778	5731	6984
13	<i>cyp26a1</i>	NM_001016147,CR761993,BC171087,BC167271	retinoic acid hydroxylase	XI.50113,XI.456	2.50	0.00%	2167	5301	16230	22874
14	<i>s1pr5</i>	BC161459,NM_001127068		XI.75787,XI.9971	2.48	0.25%	83	129	532	657
15	<i>XI.82687</i>			XI.82687	2.47	0.00%	9	9	28	91
16	<i>sox9</i>	NM_001016853,CR855424	HMG-box transcription factor	XI.28992,XI.1690,XI.82068	2.34	0.00%	39	70	179	382
17	<i>dusp6</i>	NM_001045578,CR848381,BC118778,BC135306	MAP kinase phosphatase	XI.31935,XI.49155,XI.52935,XI.80026	2.30	0.00%	1363	1003	5859	5629
18	<i>XI.45046</i>			XI.45046	2.25	0.00%	80	51	279	334

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	-RA +CHX		+RA +CHX	
							A	B	A	B
19	<i>dhrs3</i>	NM_001008431,CR848157,BC080136,CR761999		XI.77868,XI.59231,XI.83090	2.24	0.00%	1510	1943	7370	8933
20	<i>trib1</i>	XM_002938661		XI.75411,XI.81850	2.23	0.15%	32	14	77	154
21	<i>hoxd1</i>	CR760220,NM_001016678,BC170965,BC170961,BC160395	homeodomain transcription factor	XI.53491,XI.11612,XI.76294	2.22	0.01%	744	614	3612	2775
22	<i>XI.9874</i>			XI.9874	2.20	0.00%	31	55	154	243
23	<i>cebpd</i>	NM_001030414,CR942782,BC091029	basic-leucine zipper (bZIP) transcription factor	XI.29876,XI.25857,XI.81500	2.16	0.63%	122	27	332	252
24	<i>bhlhe40</i>	BC168818,BC169139,XM_002938312,BC154864,BC122074	basic helix-loop-helix (bHLH) transcription factor, circadian regulator	XI.19778,XI.26256	2.08	0.00%	129	71	508	337
25	<i>hnf1b</i>	CR760425,XM_002939634,XM_002939633	homeodomain transcription factor	XI.65135,XI.12667	2.08	0.00%	636	480	2760	1958
26	<i>gbx2.2</i>	BC088605,NM_001011472	homeodomain transcription factor	XI.973	2.02	0.96%	12	17	60	65
27	<i>hoxc4</i>	XM_002936638	homeodomain transcription factor	XI.69442	1.97	0.25%	29	21	89	110
28	<i>XI.51509</i>			XI.51509	1.97	0.07%	31	13	94	74
29	<i>tmem72</i>	BC158380,XM_002939555		XI.17444	1.96	0.01%	25	9	102	39
30	<i>gata3</i>	NM_001004967,BC075479	zinc finger transcription factor	XI.28002	1.95	4.90%	186	73	389	471
31	<i>neurog2</i>	XM_002934243	basic helix-loop-helix transcription factor	XI.369,XI.370,XI.79613	1.83	0.18%	60	23	156	119
32	<i>c10orf140</i>	NM_001126649,BC159015,BC159046		XI.52870,XI.80054	1.81	0.00%	126	128	355	532
33	<i>gbx2.1</i>	XM_002932000,XM_002932001	homeodomain transcription factor	XI.77345	1.79	0.00%	75	75	253	272
34	<i>nkx6-2</i>	CT010540,XM_002937790	homeodomain transcription factor	XI.55860,XI.49827	1.71	0.00%	249	281	580	1333
35	<i>XI.29118</i>			XI.29118	1.70	1.64%	11	36	63	83
36	<i>rgs2</i>	BC091089,NM_001030451		XI.49812,XI.76046,XI.85582	1.69	0.00%	88	28	249	119
37	<i>foxh1</i>	CR761447,NM_001017084	winged helix transcription factor	XI.381	1.62	0.17%	85	80	201	316

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	-RA +CHX		+RA +CHX	
							A	B	A	B
38	<i>Xl.58101</i>			Xl.58101	1.59	0.00%	101	109	283	358
39	<i>Xl.6091</i>			Xl.6091	1.55	0.01%	35	26	90	91
40	<i>klb</i>	XM_002933470	beta-glucosidase		1.52	0.00%	31	24	79	81
41	<i>hoxd4</i>	XM_002935672, XM_002935673	homeodomain transcription factor	Xl.34346, Xl.85858	1.49	0.19%	47	51	128	150
42	<i>olig4</i>	BC161514, NM_001045715, CR848409	transcription factor	Xl.72230	1.46	0.00%	45	35	113	109
43	<i>hoxb8</i>	XM_002938021	homeodomain transcription factor	Xl.79158, Xl.9701	1.42	0.13%	39	17	105	49
44	<i>Xl.84363</i>			Xl.84363	1.37	0.45%	67	58	146	178
45	<i>hoxb3</i>	CR848404, BC135406, NM_001015971	homeodomain transcription factor	Xl.79878, Xl.80826	1.35	0.00%	69	75	202	171
46	<i>hoxa4</i>		homeodomain transcription factor		1.29	1.70%	156	97	232	360
47	<i>Xl.13431</i>			Xl.13431	1.28	4.51%	23	17	61	41
48	<i>rara</i>	NM_001171194, CT025407	transcription factor, steroid receptor class	Xl.158, Xl.57139	1.21	0.24%	258	174	429	555
49	<i>myc</i>	BC064880, NM_204059, CR761143		Xl.826, Xl.1155	1.20	0.25%	1560	767	3167	1987
50	<i>igf3</i>	BC161167, CR848377, NM_001126946		Xl.12078, Xl.78527	1.20	0.18%	54	32	108	91
51	<i>nr2f5</i>	XM_002938463	hormone receptor	Xl.1157, Xl.13423, Xl.81917, Xl.83500	1.19	1.22%	46	43	136	74
52	<i>edn1</i>	XM_002932664, BC161190	secreted peptide precursor	Xl.68930, Xl.63796	1.16	0.57%	54	52	115	125
53	<i>hunk</i>	NM_001127077, BC161479		Xl.24322, Xl.12483, Xl.83064	1.15	0.03%	649	566	1215	1468
54	<i>Xl.79790</i>			Xl.79790	1.14	0.80%	22	49	55	102
55	<i>Xl.41047</i>			Xl.41047	1.11	0.56%	68	52	188	86
56	<i>meis3</i>	CR760178, BC075589, NM_001006781	homeodomain transcription factor	Xl.23066, Xl.452, Xl.80020, Xl.82977	1.09	0.07%	3434	2009	6277	5044
57	<i>kiaa0182</i>	XM_002936097, BC125792		Xl.78028, Xl.1433, Xl.78276	1.08	0.46%	329	297	615	709

no.	symbol	accession	gene function	UnigenelID_XL	log2FC<br>+RA/-RA	FDR	-RA +CHX		+RA +CHX	
							A	B	A	B
58	<i>tril</i>	XM_002933390		XI.73400,XI.78580	1.05	0.16%	895	413	1695	941
59	<i>XI.74263</i>			XI.74263	1.04	4.90%	136	89	242	216
60	<i>fzd4</i>	XM_002936543	transmembrane receptor in the wnt signalling pathway	XI.460,XI.53888	0.93	0.69%	1032	741	1679	1690
61	<i>twist1</i>	NM_204084,BK006266,BC074558,CR760828,AF176819	transcription factor	XI.879,XI.23366,XI.68451,XI.82751,XI.84873	-1.10	4.50%	261	222	82	155

Normalized number of mapped reads in the presence and absence of RA for two independent experiments (A and B).

Table S4. Verification of RA-responsiveness by Nanostring analysis

RA-inducibility				RA-dependency	
in vitro (52)		in vivo (48)		gene	fold change
gene	fold change	gene	fold change		
<i>bhlhe40</i>	2.05	<i>bhlhe40</i>	4.72	<i>cebpd</i>	2.05
<i>cdx4</i>	2.09	<i>cass4</i>	1.54	<i>cyp26a1</i>	1.81
<i>cebpd</i>	18.71	<i>cebpd</i>	3.35	<i>dhhrs3</i>	1.78
<i>cxcr7</i>	1.69	<i>cyp26a1</i>	6.70	<i>foxh1</i>	1.72
<i>cyp26a1</i>	14.23	<i>dact1-a/b</i>	1.82	<i>fst</i>	1.91
<i>dact1-a/b</i>	1.51	<i>dhhrs3</i>	4.13	<i>fzd4</i>	1.61
<i>dhhrs3</i>	8.86	<i>dusp5</i>	1.96	<i>gbx2.1</i>	1.76
<i>dusp5</i>	2.28	<i>dusp6</i>	3.55	<i>hnf1b</i>	1.71
<i>dusp6</i>	5.39	<i>erf</i>	1.90	<i>hoxa1-b</i>	2.66
<i>erf</i>	1.50	<i>foxh1</i>	1.56	<i>hoxb1</i>	1.81
<i>foxh1</i>	2.49	<i>fst</i>	1.75	<i>hoxd1</i>	1.54
<i>fst</i>	1.73	<i>fzd4</i>	1.92	<i>hoxd4</i>	1.66
<i>fzd4</i>	2.26	<i>gbx2.1</i>	2.07	<i>igf3</i>	1.53
<i>gbx2.1</i>	4.56	<i>hnf1b</i>	2.47	<i>lhx1</i>	1.51
<i>hey1</i>	1.57	<i>hoxa1-a/b</i>	3.27	<i>meis3</i>	1.74
<i>hnf1b</i>	3.00	<i>hoxa2</i>	1.82	<i>myc-a/b</i>	1.56
<i>hoxa1-a/b</i>	44.33	<i>hoxa3</i>	108.71	<i>neurog2</i>	1.84
<i>hoxb1</i>	9.81	<i>hoxb1</i>	2.56	<i>nkx6-2</i>	2.39
<i>hoxb1</i>	21.42	<i>hoxb3</i>	25.56	<i>prph</i>	1.60
<i>hoxb4</i>	2.23	<i>hoxb4</i>	2.46	<i>rara</i>	1.60
<i>hoxd1</i>	2.54	<i>hoxd1</i>	1.75	<i>twist1</i>	1.52
<i>hoxd4</i>	2.33	<i>hoxd4</i>	6.07	<i>Xl.45046</i>	2.02
<i>hunk</i>	2.64	<i>hunk</i>	2.02	<i>Xl.47239</i>	1.77
<i>igf3</i>	3.38	<i>igf3</i>	1.92	<i>Xl.51509</i>	1.74
<i>kiaa0182</i>	2.04	<i>kiaa0182</i>	1.56	<i>Xl.57926</i>	1.53
<i>kirrel2</i>	1.87	<i>lhx1</i>	4.00	<i>Xl.9822</i>	2.29
<i>lhx1</i>	2.42	<i>meis3</i>	1.96	<i>znf703</i>	1.64
<i>meis3</i>	2.59	<i>mespa</i>	1.73		
<i>mespa</i>	7.19	<i>mxi1</i>	2.08		
<i>mespb</i>	3.53	<i>nkx6-2</i>	2.49		
<i>mxi1</i>	3.05	<i>nr2f5</i>	4.38		
<i>myc</i>	1.99	<i>pdgfb</i>	3.87		
<i>nkx6-2</i>	4.32	<i>pim1</i>	1.96		
<i>nodal1</i>	1.75	<i>prph</i>	4.68		
<i>pim1</i>	1.76	<i>rara</i>	1.89		
<i>prph</i>	31.75	<i>rgs2</i>	2.43		
<i>rgs14</i>	2.40	<i>sox9</i>	2.96		
<i>rgs2</i>	1.93	<i>spry2</i>	1.55		
<i>sox9</i>	1.60	<i>tmem72</i>	1.77		
<i>spry2</i>	1.61	<i>txnip</i>	2.10		
<i>tmem72</i>	2.74	<i>Xl.45046</i>	1.84		

RA-inducibility				RA-dependency	
in vitro (52)		in vivo (48)		gene	fold change
gene	fold change	gene	fold change		
<i>trib1</i>	4.58	<i>Xl.47239</i>	1.70		
<i>txnip</i>	7.40	<i>Xl.51509</i>	3.88		
<i>Xl.45046</i>	7.03	<i>Xl.57027</i>	2.72		
<i>Xl.47239</i>	3.34	<i>Xl.57926</i>	2.37		
<i>Xl.4906</i>	3.14	<i>Xl.79790</i>	2.18		
<i>Xl.51509</i>	1.63	<i>Xl.80297</i>	2.08		
<i>Xl.57027</i>	14.12	<i>znf703</i>	1.94		
<i>Xl.57926</i>	1.99				
<i>Xl.79790</i>	2.24				
<i>Xl.80297</i>	1.90				
<i>Xl.9822</i>	2.23				
<i>znf703</i>	8.98				

Numbers indicate the fold change of transcript number upon increased (inducibility) or decreased RA-signalling (dependency). See Fig. S3 for experimental details.

Table S5. Transcript-specific determination of Fzd4/Fzd4s abundances

variants	A				B			
	-CHX		+CHX		-CHX		+CHX	
	-RA	+RA	-RA	+RA	-RA	+RA	-RA	+RA
Fzd4/Fzd4s	761	2284	1242	3084	728	2618	843	3176
Fzd4s	74	150	70	181	33	155	25	118

Normalized mapped reads for Fzd4/Fzd4s non-discriminatory and Fzd4s specific transcripts for two independent experiments (A and B) obtained by RNA-sequencing.

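*fzd4* gives rise to a transcript for the Frizzled receptor and to Fzd4s, whose own reads the authors took from the annotated *fzd4* intron. The non-discriminatory reads of the table lie on the whole gene region, and both come from a separate alignment to the *X. laevis* genome. The values of experiments A and B are given for each of the 4 conditions. In the deposited normalized reads, which rest on the *X. tropicalis* transcript, *fzd4* stood at 592 ± 126 in the control, 1473 ± 153 after RA, 887 ± 206 with CHX and 1684 ± 7.4 with RA and CHX (mean ± SD, n = 2).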

Table S6. Predicted Fzd4-gRNA off-target sequences in exonic regions of the *X. laevis* genome

Coordinates	strand	MM	target_seq	PAM	gene name	gene id
Scaffold149581:4344<br>665-4344687	+	4	GG **A** AGATG[GTGA **A** CCTGA **A** G]	AGG	utp14a	XB-GENE-<br>5954915
Scaffold230826:3712<br>453-3712475	-	5	**A** G **A** GCA **G** G[TTGATCCTGATG]	AGG	impad1	XB-GENE-<br>5751113
Scaffold102068:2235<br>47-223569	+	5	**T** GCTCA **G** T[CTGATCCTGATG]	GGG	kremen2	XB-GENE-<br>866619
Scaffold139113:8274<br>75-827497	-	5	GTTTCATG[ATG **G** CTCTGATG]	CGG	fzd7	XB-GENE-<br>483735
Scaffold30711:23259<br>55-2325977	+	5	G **C** CT **C** CTG[ATGA **G** CCCTGATG]	AGG	zmym4	XB-GENE-<br>1217387
Scaffold7197:648108<br>-648130	-	5	GGTACA **CC** [GTTAT **T** CTGATG]	TGG	edc3	XB-GENE-<br>5890837
Scaffold47683:38508<br>70-3850892	-	5	**T** ATACA **A** G[GTGATCCTG **G** TG]	AGG	exog	XB-GENE-<br>981842
Scaffold55171:28724<br>2-287264	+	5	GG **G** A **A** TG[GTGATCCTG **T** T **A**]	GGG	gcdh	XB-GENE-<br>1016454

Highlighted in grey are the tested off-targets and indicated in red are the mismatches; PAM= protospacer adjacent motif; MM = mismatch

How the deposited data were processed for this re-analysis (not part of the article)

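RNA was sequenced from explants of *X. laevis* ectoderm that had been injected with *VegT*, *Noggin* and *Cyp26a1* RNA and kept without or with RA and without or with CHX. There were 4 groups (control, RA, CHX and RA+CHX) of 2 libraries each, 1 from experiment A and 1 from experiment B. The paper calls these independent experiments with all conditions in each, so libraries with the same letter share an experiment. The sample labels write the third injected RNA as Cyp16a1, where the series text and the paper write Cyp26a1, and the latter was used.

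The libraries were made with a stranded total RNA kit after ribosomal RNA depletion and read as single reads of 50 bases. The authors demultiplexed the reads with CASAVA 1.8.2 and checked them with FastQC 0.10.1. They aligned them with Bowtie2 2.1.0 in local mode with up to 6 mismatches to *X. tropicalis* transcripts, and then aligned the remaining reads to *X. laevis* UniGene sequences. Unique hits were counted with samtools and scaled by TMM in edgeR. The paper does not state whether the strand was used in counting, which edgeR version was used, whether the authors fitted all 8 libraries together or whether they used a block term.

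The deposited table of values holds the authors' normalized signal, that is, read counts multiplied by 1 factor per library. It lists the same 36656 rows in 2 identical copies, of which the first was used, and the 8 value columns of the second copy were left out. After removal of 1 repeated row, 36655 remained, 24384 for *X. tropicalis* transcripts and 12271 for UniGene sequences. No further rows were merged, although 8 symbols stand on 2 rows, and 702 rows have the symbol unknown and are named by their identifier. The deposited candidate tables of the authors give log2 fold changes and log2 average abundance from their edgeR fit for the genes they called. These were compared with Tables S2 and S3 and entered no test.

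Every value was a whole multiple of 1 number per library to within 0.01 normalized reads. This number, the value of 1 read, ran from 0.9118 to 1.1741. Division by it gave the counted reads of each library: 11707884 (control A), 13975374 (control B), 12332778 (RA A), 13154736 (RA B), 11382331 (CHX A), 11452056 (CHX B), 14647191 (RA+CHX A) and 14755081 (RA+CHX B). A normalized value of 10 thus stands for about as many reads, where the noise of counting alone is large. The 10 rows with the most reads held from 7.86 to 9.18% of a library.

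Before the data were examined, the comparisons, the tests, their thresholds, the gene lists, the alternatives and the rule for naming genes were set. The test was limma-trend (limma 3.58.1 in R 4.3.3) on log2(value + 1) over the 22495 rows with a mean of at least 10 (13946 *X. tropicalis* transcripts and 8549 UniGene sequences). All 8 libraries were in 1 linear model of 4 groups with 4 residual degrees of freedom, so a group of 2 libraries borrows its spread from the others. There were 5 comparisons: RA against control, RA+CHX against CHX, the difference between these RA effects (interaction), CHX against control and RA+CHX against RA. P-values were adjusted by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold, with no fold threshold in the interaction. In each comparison of this fit, fewer of the 22495 rows had an unadjusted p under 0.05 than the share of 0.05 expected if no gene changed. Genes called in both RA comparisons were counted beside the number expected of independent lists.

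As a check of the shared experiments, the deviations of each library from its group mean were correlated between groups over all tested rows. The deviations of same-lettered libraries correlated at 0.316 (control and RA), 0.603 (control and CHX), 0.461 (control and RA+CHX), 0.434 (RA and CHX), 0.579 (RA and RA+CHX) and 0.566 (CHX and RA+CHX). The first principal component held 42.7% of the variance and separated the libraries of experiment A from those of experiment B. A fit with the experiment as a block term was among the alternatives and left 3 residual degrees of freedom.

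For 24 lists of genes written from general knowledge, members called in each direction were counted, over all rows and adjusted over the list alone, and the list was tested as a set with camera (preset correlation 0.01) and adjusted over the 24 lists. A correlation estimated for each list was the alternative, and fry, a rotation test of each list by itself, was run beside it. The lists were RA metabolism and signalling; Hox genes of paralogue groups 1 to 5 and of groups 6 to 13; Cdx, Meis and Pbx cofactors; endoderm, pancreas, other endodermal organs, mesoderm, neuroectoderm, and non-neural ectoderm and epidermis. Others held receptor tyrosine kinase and FGF feedback, the Wnt, Nodal and activin, BMP and Notch pathways, immediate early and unstable mRNAs, cytosolic ribosomal proteins, ribosome biogenesis, amino acid and unfolded protein stress, p53 targets and apoptosis, core histones, housekeeping, germ plasm, and the RNA injected into every group. Tables S2 and S3 were tested in the same way and adjusted apart, since the authors chose those genes on these libraries.

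The genes named by rule were *hnf1b*, *fzd4* and *cyp26a1* in every comparison, the 10 called genes with the largest change in each RA comparison that changed the same way in both experiments, every gene called as lower, every measured Hox gene, the 22 genes of Fig. S3, the genes of Tables S2 and S3 as a group, the 10 genes with the lowest p in the interaction, and up to 10 called genes in each direction in the CHX comparisons. For each list the rule asked for 2 to 4 members, by the lowest p where a member was called and by the highest mean where none was. This part was not followed for every list. No member is named where core histones, housekeeping, germ plasm, ribosome biogenesis, amino acid and unfolded protein stress and other endodermal organs are described. For the cofactors *meis3* stands alone and is not the most abundant member. The rule gave 121 results for 62 genes. Values in the paper's tables had been seen when it was written. Most genes of Tables S2 and S3 were not called, so the called ones are named and the others given as a count, a departure from the rule made after the values were seen. The genes of these tables that the block term added are named for the same reason.

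The 19 alternatives were a pseudocount of 0.5 or 5, no filter, a mean of at least 50, median-of-ratios or quantile scaling, no mean trend, only the 4 libraries of a comparison, the block term, no fold threshold, rows with the same symbol summed, and each of the 8 libraries left out in turn; for the lists they were the estimated correlation and the block term. Another 12 settings were added after the data had been seen. They were edgeR 4.0.16 (quasi-likelihood test and likelihood ratio test) and DESeq2 1.42.0 on the recovered reads, without and with the block term, the likelihood ratio test and limma-trend on 4 libraries, and settings without RA A, which was left out of the list tests too. The likelihood ratio test is the one the paper names.

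The tests were also tried on simulated data made from the recovered reads, with 200 of 22495 genes changed. Of genes changed 2-, 4- and 8-fold, limma-trend called 11.9, 80.6 and 98.5% in the comparison of RA with control, 6, 67.2 and 98.5% in that of RA+CHX with CHX and 3, 32.8 and 83.3% in the interaction. It also called 11, 3 and 6 unchanged genes, and the likelihood ratio test called 58, 44 and 36. Reads were drawn from a negative binomial distribution with the dispersion of each gene as edgeR estimated it here, with independent genes and no effect of the experiment. A list raised 2-fold had a camera adjusted p of 8.02e-22 at the preset correlation and 0.0102 at an estimated one.

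Values at a splice variant could not be taken from the table, which has 1 row for *fzd4*. Reads of both *X. laevis* homeologs of a gene fall on the same *X. tropicalis* transcript and were not told apart.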

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

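All tests of explanations in this part were chosen after the results they address had been seen, and the gene list tests and comparisons were planned.

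The library RA A stood out by transcripts that CHX raises, taken as the 67 (mean of at least 50 normalized reads) that were at least 2-fold higher with CHX in experiment B both with and without RA. Over them RA A lay above control A by a median of 1.28 (60 of 67 above 0), near CHX A (1.63) and RA+CHX A (1.49); the choice of these transcripts favours low values in RA B, but over the 60 at least 2-fold higher with CHX than in the control in A and in B, chosen without the RA libraries, RA A lay at 1.46 and RA B at -0.02. The tables argue against RA A explants having been mixed with CHX-treated ones, since 70 transcripts that CHX lowered at least 1.5-fold in B were lower by -0.55 in CHX A and by -0.04 in RA A. They also argue against a swap with RA+CHX A, which lay at 1.49 and not near 0, against low values in control A, since over the 60 control A lay above control B by 0.16 and RA A above RA B by 1.49, and against a stronger RA response in A, where the 47 genes shared by Tables S2 and S3 had a median of 1.69 against 2.28 in B. The cause stays open, and stress or handling of the RA A explants was not tested.

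The genes that only Table S2 lists as higher were higher with RA in the presence of CHX too. Over these 46 genes the median of RA+CHX against CHX was 0.81, with all 46 above 0 in both experiments (median 0.69 in A and 0.94 in B), which argues against a need for new protein for the whole rise of the set. The median over all tested genes was 0.01, so the 46 genes were higher relative to the other genes. The authors' scaling itself brings this median near 0, so it cannot show whether the scaling moved all genes. The smaller RA effect with CHX (median -0.54, 46 of 46 below 0) cannot be told apart from selection, because the genes were picked for passing in one comparison and not in the other, and how far RA A adds to it stays open, since 9 of the 49 genes that only Table S2 lists, and 0 of the 47 shared ones, are among the 60 transcripts that CHX raised at least 2-fold in A and in B. In 20 simulations of equal RA effects, over genes called without CHX only, this median ran from -1.92 to -0.83, the RA effect with CHX from 0.11 to 0.85 and the difference between CHX and control from 0.46 to 1.18, beside 0.71 observed. The observed -0.54 lies outside the simulated range, so the simulation does not reproduce its size. It had no effect of the experiment and no effect of CHX. It shows only that such a selection gives a median below 0, and not how much of the observed one is due to it.

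The gene lists called between CHX and control were 13, and between RA+CHX and RA 7, in comparisons the paper does not report, and 60 transcripts were at least 2-fold higher with CHX than in the control in A and in B, where 1.64 are expected of independent lists of 166 and 139, and 7 were lower, where 0.293 are expected of lists of 81 and 51. The neuroectoderm, mesoderm and immediate early lists were higher in both comparisons. Depth is argued against by the smallest of their medians over both comparisons, 0.36, since the CHX libraries had fewer reads than the controls and the RA+CHX libraries more than the RA libraries. With median-of-ratios or quantile scaling the smallest of their medians in CHX against control was 0.35, so the choice among these scalings mattered little. Like the authors' scaling, both bring the bulk of the genes near 0, so they cannot show a shift of all genes. With an estimated correlation none of the lists was called in either comparison, and whether CHX raises these transcripts through slower decay was not tested.

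As sets, some lists had different RA effects with and without CHX in the interaction test, and with an estimated correlation none of the fixed lists was called. The Hox genes of groups 1 to 5 had a larger effect with CHX (camera adjusted p = 0.0104, median 0.31, 11 of 16 above 0; 0.80 in A and 0.09 in B; without RA A adjusted p = 0.141). Non-neural ectoderm genes had a larger effect too (adjusted p = 0.0104, median 0.36, 21 of 30 above 0; 0.19 in A and 0.48 in B; without RA A adjusted p = 0.0346, and with the block term beside it 0.251). Endoderm genes had a smaller effect with CHX (adjusted p = 0.00352, median -0.18, 16 of 21 below 0; -0.37 in A and 0.04 in B; without RA A adjusted p = 0.0722, and with the block term beside it 0.0184). Mesoderm genes had a smaller effect (adjusted p = 0.0109, median -0.21, 31 of 46 below 0; -0.65 in A and 0.21 in B; without RA A adjusted p = 0.233). So had Nodal and activin genes (adjusted p = 0.0109, median -0.18, 17 of 25 below 0; -0.37 in A and 0.00 in B; without RA A adjusted p = 0.0722). The genes of Table S2 had a median of -0.38 (77 of 96 below 0, camera adjusted p = 8.53e-14, with an estimated correlation adjusted p = 0.0422). The authors picked them for their RA effect without CHX on these libraries, which by itself favours a smaller effect with CHX. This value is therefore no evidence of a difference.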

How the results depend on the processing

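The settings with a count test (on recovered reads), with several changes together or with RA A left out beside another change were chosen after the data had been seen, as was leaving RA A out of the list tests; all others were planned. Where a library is left out, the lone library of its group is assumed to vary like the other groups. Fits of 4 libraries give no value for the interaction, and a mean of at least 50 none for genes under it. With 2 libraries per group, a change of 2-fold is mostly below what these tests detect. The cause was not tested for any change below, apart from fewer libraries where some are left out.

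Genes called are given as RA against control, RA+CHX against CHX and both, from 6, 3 and 3. A pseudocount of 5 gave 5 with CHX; no filter gave 0 with CHX (987 at an unadjusted p under 0.05) and 0 in both; no mean trend gave 2, 0 (451 at an unadjusted p under 0.05) and 0. A pseudocount of 0.5, a mean of at least 50, both scalings, 4 libraries, no fold threshold and summed symbols kept these counts within 1.5 times. The block term gave 31, 18 and 14; it changed no other count of genes and added a few list calls (7 in place of 5 in the interaction and 8 in place of 7 for RA+CHX against RA). Single libraries left out gave 0 to 6, 0 to 0 and 0 to 5, with the lowest without RA A (0), control B (3) and RA B (5) for RA against control.

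The likelihood ratio test gave 63, 43 and 34, DESeq2 53, 32 and 26, and the quasi-likelihood test 7, 3 and 3. With the block term these became 121, 85 and 62, 83, 51 and 38, and 32, 22 and 17. On 4 libraries the likelihood ratio test gave 47, 73 and 36, and with the block term 85, 143 and 64; limma-trend on 4 libraries with the block term gave 39, 101 and 34. With RA A left out, the block term gave 17 and 13 in both, the likelihood ratio test 50 and 34, and that test with the block term 156 and 69. Genes called lower were among these for RA against control and RA+CHX against CHX: 6 and 2 by the likelihood ratio test with the block term, 2 and 0 by DESeq2 with it, 1 and 0 by the likelihood ratio test on 4 libraries, 4 and 15 by that with the block term, and 1 and 5 by limma-trend on 4 libraries with the block term. Without RA A they were 1 by the likelihood ratio test and 20 by that test with the block term, and all other settings had 0.

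Between CHX and control and between RA+CHX and RA limma-trend called 0 genes (698 and 343 at an unadjusted p under 0.05) in every planned setting with all libraries, and with single libraries left out 0 to 0 and 0 to 1 (the 1 without RA A). The likelihood ratio test called 12 and 1, DESeq2 28 and 1, the quasi-likelihood test 0 and 0. With the block term they called 95 and 20, 46 and 4, and 0 and 0. On 4 libraries the likelihood ratio test called 59 and 2, with the block term 196 and 49, and limma-trend with the block term 189 and 5. With RA A left out, RA+CHX against RA had 43 by the block term, 40 by the likelihood ratio test and 177 by that test with the block term. The interaction had 0 in all settings run except 3 by the likelihood ratio test with the block term and RA A left out.

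Gene lists called numbered 15 (RA against control), 10 (RA+CHX against CHX), 5 (interaction), 13 (CHX against control) and 7 (RA+CHX against RA) of 24, and with an estimated correlation 0, 1, 0, 0 and 0. With the block term beside the estimated correlation the 1 of RA+CHX against CHX became 0. The rotation test fry called 2, 2, 0, 0 and 0 lists, which were the Hox genes of groups 1 to 5 and RA metabolism and signalling, and with the block term 1, 2, 0, 0 and 0. Without RA A they were 11, 2 and 6 for the comparisons that use it, and with the block term 10, 2 and 9.

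The sign of some named genes turned, in no case for a called one. With libraries left out in turn the log2 fold changes without CHX ran from -0.12 to 0.62 (*hoxa7*), -0.98 to 1.59 (*hoxa9*), -0.92 to 1.29 (*hoxa10*), -0.17 to 1.24 (*hoxb8*), -0.60 to 0.15 (*hoxc8*), -0.92 to 0.01 (*hoxc10*), -1.39 to 0.40 (*hoxc12*), -0.84 to 0.58 (*hoxd8*), -0.38 to 2.31 (*hoxd9*) and -0.79 to 0.74 (*hoxd10*). With CHX they ran from -1.36 to 1.52 (*hoxa10*), -0.08 to 0.54 (*hoxb7*), -0.84 to 0.96 (*hoxc6*), -0.85 to 0.44 (*hoxc8*), -1.15 to 0.39 (*hoxc9*), -0.28 to 1.34 (*hoxc12*), -0.32 to 0.46 (*hoxd8*), -0.70 to 3.42 (*hoxd9*) and -0.52 to 1.85 (*hoxd10*). In the interaction *cyp26a1* ran from -0.81 to 0.48, in RA+CHX against RA from -0.43 to 0.10, and *hnf1b* in CHX against control from -0.11 to 0.30.

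Without CHX, *hoxa9* (0.30) and *hoxa10* (0.19) turned to -0.13 and -0.18 by the quasi-likelihood test, -0.14 and -0.20 by the likelihood ratio test, -0.15 and -0.21 by DESeq2, and -0.17 and -0.22 by the likelihood ratio test on 4 libraries; *hoxa9* also to -0.03 by the quasi-likelihood test with the block term. *hoxd10* (-0.02) turned to 0.07 by DESeq2 with the block term. With CHX, *hoxa10* (0.08) and *hoxd8* (0.07) turned to -0.09 and -0.03 by quantile scaling, and *hoxd8* to -0.01 by the likelihood ratio test and -0.04 by DESeq2, both with the block term. With RA A left out, *hoxa7*, *hoxa9* and *hoxa10* turned to -0.13, -0.66 and -0.24 by the likelihood ratio test. In that setting with the block term *hoxa9* turned to -0.02, *hoxd10* to 1.01 and *fzd4* in RA+CHX against RA (0.20) to -0.08, and by limma-trend with the block term *hoxd10* to 0.95 and *fzd4* to -0.06.

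Of 121 results for named genes, all kept direction and side of the threshold with a pseudocount of 0.5, median-of-ratios scaling and summed symbols. Called results were lost for 7 without the mean trend, 3 without the filter, 1 of 77 at a mean of at least 50, 1 of 108 on 4 libraries, and 3 to 6 of 66 to 68 with a library left out. Results were gained for 15 with the block term, 2 with a pseudocount of 5, 2 on 4 libraries and 3 without control A. Count tests gained 36 (likelihood ratio test), 29 (DESeq2) and none (quasi-likelihood test), and with the block term 47, 36 and 16. On 4 libraries, of 108 results, the likelihood ratio test gained 34, with the block term 48, and limma-trend with the block term 34. With RA A left out, of 68 results, the block term gained 5, the likelihood ratio test 14 and both together 24. Over the planned settings with all libraries the adjusted p of *hnf1b* ran from 0.00166 to 0.0846 without CHX and from 0.00572 to 0.152 with CHX, and that of *fzd4* from 0.057 to 0.678 without CHX and from 0.341 to 1 with CHX. In settings chosen after the data had been seen, the adjusted p of *fzd4* with CHX was under 0.05 by the likelihood ratio test and DESeq2 with the block term, and on 4 libraries with the block term by limma-trend and the likelihood ratio test (2.65e-05), at a change under 2-fold.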

Differences from the paper's values

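Counts are set beside the paper's at its stated thresholds, an adjusted p under 0.05 and a change of at least 2-fold. The paper names edgeR's likelihood ratio test, while the values here come from limma-trend. Settings with a count test on recovered reads, with the block term added to another change or with RA A left out were chosen after seeing the values. The genes they drop are those that the paper calls and they do not.

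For RA against control the paper gives 96 genes (Table S2), and 6 were called here, all among the paper's. All 15 alternatives set before the data were examined differ from the paper's value. Chosen after seeing the values, these came within 1.5 times of it: the likelihood ratio test with the block term (121 called, 5 of the paper's 96 dropped), DESeq2 with the block term (83 called, 20 dropped) and the likelihood ratio test on 4 libraries with the block term (85 called, 34 dropped). Others called some of the paper's 96: 30 with the block term, 7 at a pseudocount of 5 and 9 on 4 libraries, and, chosen after seeing the values, the quasi-likelihood test 7 (with the block term 31), the likelihood ratio test 54 (on 4 libraries 41), DESeq2 50, and limma-trend on 4 libraries with the block term 32. With RA A left out, chosen after seeing the values too, the block term called 17, the likelihood ratio test 38 and that test with the block term 74.

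For RA+CHX against CHX the paper's Table S3 lists 61 genes, and 3 were called here, all among the paper's. All 15 alternatives set before the data were examined differ. Chosen after seeing the values, these came within 1.5 times of it: the likelihood ratio test (43 called, 27 of the paper's 61 dropped), that test with the block term (85 called, 3 dropped) or on 4 libraries (73 called, 21 dropped), and DESeq2 with the block term (51 called, 17 dropped). Others called some of the paper's 61: 16 with the block term and 5 at a pseudocount of 5, and, chosen after seeing the values, the quasi-likelihood test 3 (with the block term 20), DESeq2 29, the likelihood ratio test on 4 libraries with the block term 60, and limma-trend on 4 libraries with the block term 55.

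For genes induced in both comparisons the paper gives 46, and 3 were found here. All 19 alternatives set before the data were examined differ, the block term with 14 called (33 of the paper's 46 dropped). Chosen after seeing the values, these came within 1.5 times of it: the likelihood ratio test (34 called, 20 of the paper's 46 dropped), with the block term (62 called, 4 dropped), on 4 libraries (36 called, 18 dropped) and on 4 libraries with the block term (64 called, 6 dropped), DESeq2 with the block term (38 called, 12 dropped), and limma-trend on 4 libraries with the block term (34 called, 18 dropped). With RA A left out, chosen after seeing the values, the likelihood ratio test did so without (34 called, 20 dropped) and with the block term (69 called, 2 dropped). DESeq2 called 26 (22 dropped) and the quasi-likelihood test with the block term 17 (30 dropped), both chosen after seeing the values.

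For the reads of *fzd4*, the paper's Table S5 gives a mean of 2451 after RA and of 3130 with RA and CHX, where the normalized reads here are 1473.0 (SD 152.9) and 1684.3 (SD 7.4). All 13 alternatives for each that were set before the data were examined differ. The paper's values count reads on the whole gene region of the *X. laevis* genome, and those here count reads on an *X. tropicalis* transcript. The paper's means for the control (744.5) and CHX (1042.5) lay within 1.5 times of those here (591.6 and 886.6), and those after RA did not.

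The paper takes *fzd4* as induced by RA with CHX, and in no setting here was it called there (log2 fold change 0.94, SE 0.22, against the paper's 0.93 in Table S3), a change under the paper's own 2-fold threshold. For this induction the paper also draws on RT-PCR and on its separate alignment to the *X. laevis* genome, where the rise was larger. In that alignment the mean reads of Fzd4/Fzd4s went from 1042.5 with CHX to 3130 with RA and CHX. The adjusted p of *fzd4* with CHX was under 0.05 here in settings chosen after seeing the values (as low as 2.65e-05 by the likelihood ratio test on 4 libraries with the block term), where the 2-fold threshold alone kept it from a call. Without CHX its change of 1.33 was not called here (adjusted p = 0.265; 0.057 to 0.678 over the alternatives set before the data were examined with all libraries), and it was called by the likelihood ratio test and DESeq2, chosen after seeing the values. For the response of *fzd4* to RA the paper also reports Nanostring counts in explants and embryos and in situ hybridisation in embryos. *hnf1b* with CHX was not called here (adjusted p = 0.0523; 0.00572 to 0.152 over the same alternatives), and the block term called it. Every gene of Table S2 and 60 of the 61 of Table S3 were called in some setting. The log2 fold changes that the paper prints for genes named by rule lay within 1 SE of those here for 29 of 29 genes without CHX and 25 of 25 with CHX, with a largest difference of 0.29 and 0.15. Both rest on the same reads, so this closeness is not independent evidence of the changes. Genes named besides the rule were not compared in this way.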

Other observations

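The test of BMP inhibition below was chosen after the result was seen, and the gene list tests were planned.

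The paper does not report the comparison of CHX with control. No gene was called between CHX and control by limma-trend (698 at an unadjusted p under 0.05), none by the quasi-likelihood test, 12 by the likelihood ratio test and 28 by DESeq2. In the lists below the first value is the log2 fold change of CHX against control and the second that of RA+CHX against RA. Neuroectoderm genes had medians of 0.53 (35 of 41 above 0, camera adjusted p = 1.38e-15, with an estimated correlation adjusted p = 0.0902) and 0.47 (35 of 41, adjusted p = 1.11e-14, with an estimated correlation adjusted p = 0.128), among them *zic3* 1.05 and 0.32 and *zic2* 1.14 and 0.62. Mesoderm genes had medians of 0.52 (42 of 46, adjusted p = 1.4e-13, with an estimated correlation adjusted p = 0.178) and 0.39 (39 of 46, adjusted p = 1.45e-08, with an estimated correlation adjusted p = 0.418), with *chrd* 0.20 and 0.06 and *t* 0.21 and 0.08. Immediate early and unstable mRNAs had medians of 0.36 (48 of 62, adjusted p = 5.39e-09, with an estimated correlation adjusted p = 0.114) and 0.39 (54 of 62, adjusted p = 2.83e-12, with an estimated correlation adjusted p = 0.128), with *gadd45g* 1.61 and 1.25, *btg1* -0.52 and -0.42 and *odc1* -0.04 and -0.07. The medians in RA+CHX against RA were 0.41 in A and 0.71 in B (neuroectoderm), 0.06 and 0.73 (mesoderm, 27 of 46 above 0 in A) and 0.18 and 0.64 (immediate early), and without RA A adjusted p = 2.58e-06, 9.22e-17 and 5.11e-11. Adjusted over the list alone, 5, 5 and 2 genes of these lists were higher in CHX against control and none in RA+CHX against RA.

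The Notch list had medians of 0.29 and 0.25 (adjusted p = 4.57e-06 and 9.47e-05, with an estimated correlation adjusted p = 0.111 and 0.165), with *hes1* 2.29 and 1.34 and *dll1* 0.88 and 0.58. The Nodal and activin list had 0.29 and 0.20 (adjusted p = 2.8e-07 and 0.00566, with an estimated correlation adjusted p = 0.233 and 0.581), and the Wnt list 0.12 and 0.12 (adjusted p = 0.00145 and 0.0112, with an estimated correlation adjusted p = 0.352 and 0.489). Without RA A the Wnt list was not called in RA+CHX against RA (adjusted p = 0.197, with the block term 0.307), and the Nodal list was called with the block term alone (adjusted p = 0.116, with the block term 0.000141). Ribosomal protein genes were lower over all libraries (medians -0.11 and -0.06, 74 and 64 of 75 below 0, adjusted p = 3.81e-05 and 0.0256, with an estimated correlation adjusted p = 0.626 and 0.786), with *rpl3* -0.01 and -0.03 and *rps20* -0.11 and -0.09. In RA+CHX against RA their median was -0.15 in A and 0.04 in B (54 of 75 above 0), and without RA A they were not lower (adjusted p = 0.365) and with the block term were higher (adjusted p = 0.000152). Called in CHX against control alone were endoderm (median 0.29, adjusted p = 4.86e-07, with an estimated correlation adjusted p = 0.0902; *sox17a* 0.79 and 0.60) and receptor tyrosine kinase and FGF feedback (0.23, adjusted p = 0.000447, with an estimated correlation adjusted p = 0.464; *flrt3* 0.81 and 0.17). So were BMP (0.31, adjusted p = 0.00251, with an estimated correlation adjusted p = 0.382; *id3* 1.15 and 0.69 and *bmp4* 0.52 and 0.54), p53 targets (0.13, adjusted p = 0.00866, with an estimated correlation adjusted p = 0.482) and the injected RNA (0.55, adjusted p = 0.019, with an estimated correlation adjusted p = 0.442; *vegt* 0.55 and 0.28 and *nog* 1.03 and 0.42). Hox genes of groups 6 to 13 were lower there (median -0.34, 13 of 16 below 0, adjusted p = 0.00879, with an estimated correlation adjusted p = 0.518). Without RA A BMP was called in RA+CHX against RA too (adjusted p = 0.00241, with the block term 0.000622), and receptor tyrosine kinase and FGF feedback without the block term alone (adjusted p = 0.0264, with it 0.413). In that comparison the block term also gave calls for Hox genes of groups 6 to 13, which were lower (adjusted p = 0.0316), and for the injected RNA, which was higher (adjusted p = 0.0383).

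The log2 fold change with CHX was 0.09 (SE 0.22) without RA and -0.31 with RA for *hnf1b*, and 0.00 and -0.17 for *cyp26a1*, each at an adjusted p of 1. The RA effect on *cyp26a1* differed by -0.17 between conditions with and without CHX (adjusted p = 1).

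For the lists not given at the paper's sentences, the medians below are those of RA against control and of RA+CHX against CHX. Ribosomal protein genes were slightly lower as a set (-0.10 and -0.05, adjusted p = 2.18e-06 and 0.0203, with an estimated correlation adjusted p = 0.594 and 0.878), but in A their medians were 0.20 and 0.08 and in B -0.40 and -0.18. BMP genes (0.23 and 0.06) were higher without CHX (adjusted p = 0.0201, with an estimated correlation adjusted p = 0.395) and not with CHX (adjusted p = 0.493), and without RA A they were not higher (adjusted p = 0.872). Genes of p53 targets and apoptosis (0.15 and 0.00) were higher without CHX (adjusted p = 0.00142, with an estimated correlation adjusted p = 0.363), without RA A only in the fit without the block term (adjusted p = 0.00363, with it 0.137), and not with CHX (adjusted p = 0.661), with *ccng1* 0.08 and -0.20 and *gadd45a* 1.27 and 0.45. The injected RNA, of which *cyp26a1* is a member, was higher without CHX (0.28, adjusted p = 0.000135, with an estimated correlation adjusted p = 0.194) and not with CHX (-0.08, adjusted p = 0.0794). Without CHX its median was 0.84 in A and -0.10 in B, and without RA A it was called only in the fit without the block term (adjusted p = 0.0147, with it 0.137).

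Not called in either comparison were immediate early and unstable mRNAs (-0.04 and 0.01, adjusted p = 0.266 and 0.299), other endodermal organs (0.01 and 0.04, adjusted p = 0.327 and 0.404), ribosome biogenesis (-0.02 and -0.01, adjusted p = 0.584 and 0.946), amino acid and unfolded protein stress (0.01 and -0.03, adjusted p = 0.644 and 0.334), core histones (0.00 and -0.04, adjusted p = 0.936 and 0.729), housekeeping (-0.02 and -0.02, adjusted p = 0.586 and 0.947) and germ plasm (0.04 and 0.06, adjusted p = 0.592 and 0.656). No member of these lists was called in the RA comparisons by limma-trend. Immediate early genes had 13 and 7 members at an unadjusted p under 0.05, and the likelihood ratio test called 2 and 1 of them and DESeq2 3 and 1.

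Experiments A and B differed in every condition: 82 transcripts were at least 2-fold higher in A than in B in all groups, and 80 in B than in A, of 14101 with a mean of at least 50. The *nog* transcript, which the injected RNA also encodes, stood at 1086.08 (A) and 3769.1 (B) normalized reads in the control, 1942.08 and 3094.31 with RA, 2838.89 and 6020.51 with CHX, and 1964.74 and 5493.59 with both. A candidate explanation for differences between the experiments is weaker BMP inhibition in A. Over the BMP list the median difference of A from B was 0.32, with 0.54 in the control, 0.45 with RA, 0.49 with CHX and 0.11 with RA and CHX, while the neuroectoderm list had -0.03. These values leave the hypothesis open, since BMP inhibitors and ligands are both in the list and the experiments differ in all else too.

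The authors' deposited candidate tables hold 116 genes for RA against control (107 higher and 9 lower) and 74 for RA+CHX against CHX (71 higher and 3 lower), with 55 in both. All 96 genes of Table S2 are among the 116, with the same log2 fold changes, and 60 of the 61 genes of Table S3 are among the 74. *fzd4* stands in Table S3 and not in the deposited table. The 20 and 14 further genes were not looked into.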
